# TEAD-independent mechanisms of YAP function in cardiomyocyte cell cycle reentry

**DOI:** 10.26508/lsa.202503496

**Published:** 2026-01-23

**Authors:** Bing Xie, Jeffrey Steimle, Vaibhav Deshmukh, Lin Liu, Chang-Ru Tsai, Todd R Heallen, Wyatt Paltzer, Yuka Morikawa, Fansen Meng, Jun Wang, James F Martin

## Abstract

Adult mammalian hearts exhibit limited regenerative capacity because of the restricted renewal of cardiomyocytes. Recent studies reveal that mammalian hearts exhibit transient regenerative potential within a short time frame after birth, suggesting a regulatory mechanism that prevents adult hearts from initiating a regenerative response to cardiac injury. Here, we discovered that an active form of YAP, named YAP6SA, which is not inhibited by the Hippo signaling pathway and does not interact with TEADs, induces cardiomyocyte cell cycle reentry. In addition, YAP6SA interacts with scaffold protein MPDZ to regulate Rho GTPases and promote cell cycle progression in cardiomyocytes (CMs). Importantly, YAP6SA overexpression is well tolerated in mammalian hearts. These findings provide new insights into YAP function in cardiomyocytes.

## Abstract (precis)

This study demonstrates that YAP6SA promotes cardiomyocyte cell cycling through TEAD-independent pathways, suggesting a novel therapeutic approach for heart repair.

## Introduction

Unlike nonmammalian vertebrates, such as zebrafish, whose hearts can fully regenerate in response to injury throughout life (Poss et al, 2002), mature mammalian hearts harbor terminally differentiated cardiomyocytes (CMs). CM loss during cardiac ischemia is irreversible and induces cardiac fibroblast activation, which mediates scar formation and leads to impaired cardiac contractility (Abbate et al, 2006; Dobaczewski et al, 2010; van Berlo & Molkentin, 2014). However, recent studies have demonstrated that the neonatal mouse heart has transient regenerative potential during the first 7 d of life, suggesting a regulatory mechanism that prevents mature hearts from initiating a regenerative response to ischemic injury (Porrello et al, 2011).

The Hippo signaling pathway (HSP), an evolutionarily conserved anti-growth pathway, was initially identified in *Drosophila* for its regulation of organ and body size (Yu & Guan, 2013). The core HSP components in mammals include the STE20 family protein kinases MST1/2; the LATS1/2 kinases, which are phosphorylated and activated by MST1/2; and YAP, a transcriptional coactivator growth molecule inhibited by LATS1/2. The HSP phosphorylates YAP through LATS1/2, leading to its cytoplasmic retention and degradation, which suppresses its transcriptional activity. When unphosphorylated, active YAP translocates to the nucleus where it interacts with transcription factors, such as TEADs, to drive the expression of genes involved in cell proliferation and differentiation (Meng et al, 2016). Previous studies have revealed that HSP activity is high in postnatal hearts (Wang et al, 2018). We deleted the MST1/2 adapter protein SAV in adult mouse hearts to suppress Hippo signaling activity, and these hearts activate a reparative genetic program after myocardial infarction (Leach et al, 2017). This demonstrates a regulatory role of HSP in cardiac regeneration. Moreover, CM-specific YAP overexpression enhances cardiac function and survival by promoting cardiomyocyte proliferation after myocardial injury (von Gise et al, 2012; Xin et al, 2013; Lin et al, 2014). These findings further clarify how inhibition of the HSP facilitates cardiomyocyte renewal.

YAP lacks intrinsic DNA-binding activity and partners with DNA-binding transcription factors to regulate the expression of target genes (Zhao et al, 2008). Canonically, the TEAD family (TEA domain transcription factors 1–4 in mammals) serves as the primary DNA-binding partner for YAP (Li et al, 2010; Zanconato et al, 2015). TEAD proteins contain a DNA-binding TEA domain but possess a weak transcriptional activation domain (Vassilev et al, 2001). YAP, which contains a strong activation domain, is recruited to TEAD recognition elements in the genome, thereby enabling the transcriptional activation of target genes (Li et al, 2010; Galli et al, 2015). Although the canonical function of YAP in the heart is mediated through its interaction with TEAD transcription factors to drive cell proliferation and survival gene programs, emerging evidence suggests that YAP also exerts important TEAD-independent effects. We developed a CM-specific YAP gain-of-function mouse model named YAP5SA, in which the LATS1/2 phosphorylation sites of the YAP protein are mutated to completely bypass HSP repression (Monroe et al, 2019). YAP5SA adult mouse hearts exhibit cardiac hyperplasia, marked by a thickened ventricular wall and shortened survival. In addition, YAP5SA alters the expression of multiple genes and enhances chromatin accessibility. We determined that 40% of YAP5SA up-regulated genes contain TEAD-binding motifs, and YAP5SA initiates both positive and negative feedback loops of CM proliferation. Therefore, the mechanism of YAP5SA function is complex and remains to be fully defined. Here, we found that active YAP induces cardiomyocyte cell cycle activity through TEAD-independent mechanisms. To test this, we generated a modified YAP protein expression system named YAP6SA, in which the serine at residue 94 is mutated to alanine, thereby inhibiting the interaction between YAP and TEADs (Li et al, 2010), while still bypassing HSP inhibitory regulation. Our findings reveal a previously unknown flexibility in YAP’s mechanism of action, suggesting that cardiac renewal can be achieved through TEAD-independent routes.

## Results

### Generation of a YAP6SA gain-of-function expression cassette

We generated an AAV9 virus expressing YAP6SA tagged with the Flag epitope and transcribed under the cardiac troponin T regulatory element, which directs protein expression in cardiomyocytes (Forough et al, 2011) (Fig 1A). YAP6SA contains six serine-to-alanine mutations at key regulatory sites. Five of these mutations correspond to the LATS1/2 phosphorylation sites found in YAP5SA, whereas the sixth is a unique substitution at residue 94, where serine is replaced by alanine (Fig 1B). We packaged the AAV9 virus with YAP5SA or YAP6SA expression sequences and infected mice at 6 d of age (P6). We performed immunofluorescence (IF) to detect the Flag signal from day 1 to day 7 after AAV9 infection, using the cardiac troponin T (cTnT) as the CM marker. We observed that YAP5SA and YAP6SA expression initiates at day 3 post infection (Fig S1A). Western blotting revealed YAP5SA and YAP6SA expression in murine hearts after AAV9 delivery, and co-immunoprecipitation (co-IP) confirmed the disrupted interaction between TEAD and YAP6SA (Fig 1C and D). We observed that although Flag-YAP5SA and Flag-YAP6SA are specifically and ubiquitously expressed in CMs, YAP6SA exhibited a decreased nuclear localization and an increased ratio in the cytoplasm (Figs 1E and F and S1B). This result suggests that the YAP/TEAD interaction influences the cellular distribution of YAP.

**Figure 1.**
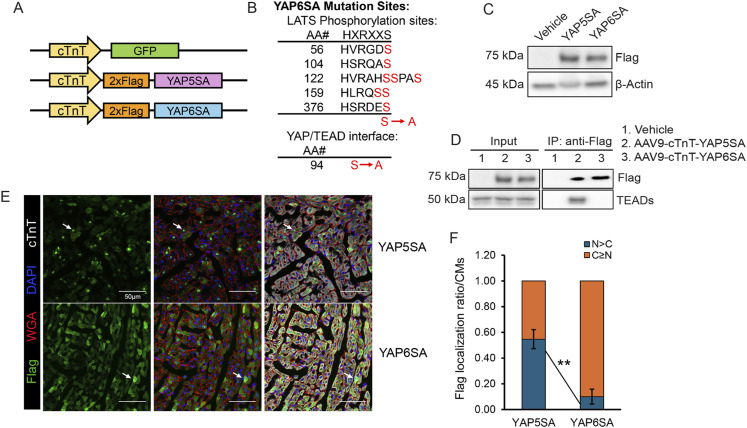
Cardiac phenotype of YAP6SA-overexpressing mice. **(A)** AAV9-GFP–, AAV9-YAP5SA–, and AAV9-YAP6SA–expressing cassettes. cTnT, cardiac troponin T. **(B)** Mutations of the YAP6SA protein sequence. **(C)** Western blotting results of Flag-YAP5SA and Flag-YAP6SA expression levels after 4 d of AAV9 infection in P6 murine hearts. **(C, D)** Co-IP of YAP5SA and YAP6SA interactors after 4 d of AAV9 infection in P6 murine hearts using the same input/lysates as shown in (C). **(E)** Immunofluorescence of Flag expression in YAP5SA and YAP6SA OE mice 3 d after AAV9 infection in P6 murine hearts. White arrows show the location of nuclear YAP5SA and cytoplasmic YAP6SA in CMs. **(F)** Quantification of the Flag signal in YAP5SA and YAP6SA OE cardiomyocytes (n = 6 each). Source data are available for this figure.

**Figure S1.**
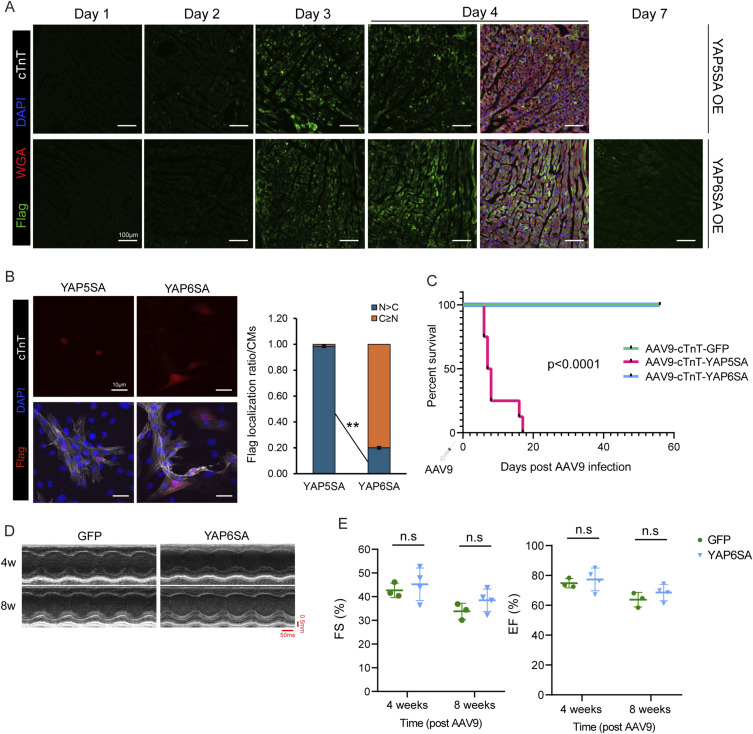
AAV9-YAP6SA expression analysis. **(A)** IF staining of cardiac AAV9 expression of YAP5SA and YAP6SA at indicated time points after AAV9 infection in P6 mice. **(B)** IF staining and quantification of YAP5SA and YAP6SA expression in NRVMs 48 h after AAV9 infection. **(C)** Survival curve of GFP, YAP5SA, and YAP6SA OE mice after virus infection at P6 age (n = 8 each). **(D, E)** Echocardiography of mice 4 and 8 wk after GFP or YAP6SA virus administration at P6 age, EF: ejection fraction, FS: fractional shortening.

### YAP6SA overexpression is safely tolerated in vivo

To determine the effect of YAP6SA overexpression (OE) on cardiac homeostasis, we first examined mouse survival among AAV9-GFP, AAV9-YAP5SA, and AAV9-YAP6SA OE postnatal groups. We observed that YAP6SA OE mice had a significantly extended survival rate compared with YAP5SA OE mice and exhibited survival rates similar to those of control GFP OE mice (Fig S1C). To examine whether YAP6SA impacts cardiac function in mice, we performed echocardiography to measure the ejection fraction (EF) and fractional shortening (FS) levels of GFP and YAP6SA OE hearts 4 or 8 wk after AAV9 delivery. YAP6SA OE mice exhibited similar FS levels (∼40%) and EF levels (∼75%) compared with AAV9-GFP control mice, and presented similar echocardiograms (Fig S1D and E). Together, these data suggest that YAP6SA overexpression is well tolerated in vivo and does not impair heart function in mammals.

### YAP6SA reprograms transcriptional networks in cardiomyocytes

To elucidate the mechanisms underlying YAP6SA function, we first examined changes in gene expression profiles in YAP6SA OE hearts, comparing them with both GFP controls and YAP5SA OE hearts. We isolated CM nuclei 3 d after AAV9 infection and extracted RNA for transcriptional profiling (Fig 2A). 

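*Yap1* (ENSMUSG00000053110, chromosome 9 of GRCm38, 7931999 to 8004596, minus strand), the gene whose variants were overexpressed, had 2647 and 1987 counts in the GFP libraries of batches 1 and 2, 2397 and 2147 in the YAP6SA libraries, and 2089 and 1828 in the YAP5SA libraries. Its expression was 134 ± 6.66 CPM (counts scaled to the library size; mean ± SD, n = 2 libraries) in GFP, 126 ± 5.81 in YAP6SA OE CMs and 120 ± 25.4 in YAP5SA OE CMs. The log2 fold change against GFP was -0.09 in YAP6SA OE CMs (standard error 0.16) and -0.17 in YAP5SA OE CMs, and in neither was it past the threshold (edgeR quasi-likelihood test, FDR 0.952 and 0.495). The counts are given per gene, and whether reads of the AAV9 cassette are counted on *Yap1* was not tested. Cassette reads counted there would raise *Yap1*, and no rise was seen. The overexpression is therefore not seen in these counts, which cannot tell its absence from cassette reads that were not counted.
Mice were injected subcutaneously at 6 d of age with 1e+11 viral genomes of AAV9 that carried GFP, YAP6SA or YAP5SA under the cTnT promoter. Their hearts were collected at 9 d. Nuclei that bound an antibody to PCM-1, a protein used here to select CM nuclei, were pulled down on beads, and their poly-A RNA was sequenced from non-directional libraries. Each of the 3 groups had 2 libraries, 1 from each of 2 batches, and the replicate number is the batch number. The authors mapped the reads with STAR to the mouse genome (mm10, Ensembl 94 annotation) and deposited the number of reads on each gene, without normalization or a filter. Reads that mapped to several places or to more than one gene were left out of the gene counts. The reads on genes numbered 18832871 and 16362077 in the GFP libraries, 19615627 and 17176301 in the YAP6SA libraries, and 14552847 and 17197114 in the YAP5SA libraries, with group medians of 17597474, 18395964 and 15874980.5. A gene with 0 counts could have up to 3, which is 0.175 CPM in a GFP library of mean size, and this limit covers counting error alone.
From these counts, genes were kept as in the paper's methods, when their median log2 CPM was over 1 in at least 1 group, which left 13323 of the 54532 Ensembl genes. The counts were scaled by edgeR's TMM factors and fitted in one model of all 6 libraries, with terms for batch and group, since the paper's methods add a covariate for batch. Each pair of groups was compared with edgeR's quasi-likelihood test, and FDR stands for the Benjamini-Hochberg adjusted p over all genes tested, with a threshold of 0.05. Standard errors are those of the log2 fold change in that model. Values per batch are differences between the libraries of that batch in log2 of the CPM plus 0.5. The added 0.5 shrinks the values of genes with low counts.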

Among all groups, we identified five distinct clusters of differentially expressing genes (DEGs), where YAP6SA OE CMs had fewer DEGs compared with YAP5SA OE CMs, with 209 up-regulated genes and 96 down-regulated genes (FDR < 0.05) (Fig 2B and C). These data suggest that YAP6SA has decreased transcriptional activity compared with YAP5SA. In addition, gene ontology (GO) analysis revealed that YAP5SA-specific up-regulated genes are involved in mitotic cell cycle progression, and the down-regulated genes are related to oxidative metabolism (Fig 2D), whereas YAP6SA-specific up-regulated genes participate in TCA cycle and CM differentiation. 

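In YAP6SA OE CMs, 6 genes were higher and 0 were lower than in GFP, whereas 514 and 276 genes had an unadjusted p under 0.05. In YAP5SA OE CMs, 1708 genes were higher and 1223 were lower than in GFP. Across the 3 groups, 2349 genes differed in a joint test of both group terms, and 4310 had an unadjusted p under 0.05 in that test. Among the alternatives set beforehand, the one that moved the YAP6SA count most was a fit of only the 4 libraries compared, again with the batch term, in which 198 genes were higher and 78 were lower than in GFP. The same kind of fit gave 1544 higher and 968 lower genes for YAP5SA. With 2 libraries per group, a 4-library fit leaves few degrees of freedom per gene, so its calls lean on the spread shared across genes. In the dispersion estimate, that shared spread had a weight of 23.2 degrees of freedom for GFP and YAP6SA, against 7.92 with all 6 libraries. The 276 genes called in the 4-library fit of YAP6SA included all 6 called in the 6-library fit, and 262 of them had an unadjusted p under 0.05 there. Their median absolute log2 fold change was 0.764. The log2 fold changes of the fits had a correlation of 0.998 across genes, which are not independent replicates. Without the batch term as a block, 0 genes were called in YAP6SA OE CMs in either direction, and 346 higher and 172 lower genes had an unadjusted p under 0.05.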

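In the direct comparison of the variants, 1199 genes were higher and 757 were lower in YAP5SA than in YAP6SA OE CMs. Genes were taken as YAP5SA-specific when they differed in the same direction from both GFP and YAP6SA. Of these, 1069 were higher, with a median log2 fold change against GFP of 1.54 in YAP5SA and 0.08 in YAP6SA OE CMs, and 600 were lower, with medians of -0.95 and -0.08. Only 2 genes were YAP6SA-specific by the same definition, *Nr4a1* and *Sik1*, and both were higher, against 28 higher and 11 lower ones when no filter on low counts was applied. *Nr4a1* was close to the threshold against YAP5SA (quasi-likelihood FDR 0.0492). It is also in the list of immediate early genes, which respond to tissue handling, so handling of the hearts stays open for it. In the 4-library fits of each pair of groups, an alternative chosen after the data were seen, 35 genes were YAP6SA-specific and higher, with a median log2 fold change of 0.94 in YAP6SA, and 10 were YAP6SA-specific and lower, with a median of -0.75. The YAP5SA libraries were also the farthest from GFP on the first principal component, which held 66.2% of the variance, with scores of 42.7 and 78.3, whereas the GFP scores were -30.5 and -39.2 and the YAP6SA scores were -22.1 and -29.2.
Among the genes lowered most in YAP5SA OE CMs against GFP were *Olfr1033*, with a log2 fold change of -4.12 (quasi-likelihood FDR 0.00511), and *Lingo3* with -3.03 (FDR 0.00455). *Olfr1033* had 56 and 50 counts in the GFP libraries, 109 and 104 in the YAP6SA libraries, and 0 and 6 in the YAP5SA libraries. These YAP5SA counts lie near the limit of 3, so the size of its change is uncertain. The values against GFP in the batches, -2.78 and -2.17, are shrunk by the 0.5 CPM added before the log2. *Cdk15*, which was among the 3 genes raised most over YAP6SA, was at or under the limit of 3 counts in the YAP6SA libraries and had 17.0 ± 11.6 CPM (SD, n = 2) in the YAP5SA libraries. *Gm12409*, with -2.81, and *Gnb3*, with -2.56, were among the 3 genes lowered most against YAP6SA. From the smaller number of DEGs, the paper proposes that YAP6SA is less active as a transcriptional regulator than YAP5SA.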

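Gene lists for the processes named here were written from general knowledge of these pathways, and each was tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 21 lists and all 3 comparisons. No call by camera on the lists for the cell cycle, metabolism, CM differentiation, the cytoskeleton or YAP/TEAD and SRF/MRTF targets held under fry or under a correlation estimated from the data. In YAP5SA OE CMs, the 42 S phase genes had a median log2 fold change against GFP of 1.55 (camera FDR 4.4e-18), with 27 called higher and 1 lower. The 54 G2/M genes had a median of 1.72 (camera FDR 2.6e-27), with 45 called higher and 0 lower, and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 35 S phase and 50 G2/M genes were called. The 20 fatty acid oxidation genes had a median of -0.92 (camera FDR 6.5e-11), and 17 were called lower. The 23 TCA cycle genes had a median of -0.38 (camera FDR 4.9e-04), and 8 were called lower, or 12 in both directions when adjusted over the list alone. The median of the 73 respiratory chain genes was 0.08 (camera FDR 0.963), with 9 called higher and 5 lower. It was 0.00182 without YAP5SA replicate 2 and 0.15 without YAP5SA replicate 1.
In YAP6SA OE CMs, the respiratory chain genes had a median log2 fold change of 0.32 (camera FDR 1.1e-16), and 70 of the 73 were positive. The medians were 0.43 in batch 1 and 0.18 in batch 2, and 0.18 without YAP6SA replicate 1. None of these genes was called in the 6-library fit, 9 were called higher in the fit of the 4 GFP and YAP6SA libraries (4-library fit), and 24 had an unadjusted p under 0.05. The TCA cycle genes had a median of 0.12 (camera FDR 0.0938), which was not past the threshold, but was with no filter on low counts (0.11, camera FDR 0.0327) and in limma-voom (0.12, FDR 0.0461). Over all alternatives, its FDR ran from 0.0327 to 0.767. The TCA cycle median was -0.04 without GFP replicate 1 and 0.26 without GFP replicate 2. None of the 23 genes was called (1 in the 4-library fit), and 2 had an unadjusted p under 0.05. The fatty acid oxidation genes had a median of -0.28 (camera FDR 7.9e-04) and 5 of 20 were positive, with medians of -0.39 and -0.09 in the batches, and 3 were called lower in the 4-library fit. The 41 CM differentiation genes had a median of 0.08 (camera FDR 0.00103), with *Srf* called higher, or 3 genes when adjusted over the list alone and 7 in the 4-library fit. This median was -0.08 without GFP replicate 1 and 0.27 without GFP replicate 2. For YAP5SA, it was -0.27 (camera FDR 0.516), with 9 called higher and 4 lower. Both medians stay as given with *Myh8* set against the limit of 3 counts. Tested directly, YAP5SA was below YAP6SA for the TCA cycle (median -0.45, camera FDR 1.4e-06), the respiratory chain (-0.24, FDR 1.7e-04), fatty acid oxidation (-0.58, FDR 3.6e-08) and CM differentiation (-0.35, FDR 0.0309).

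**Figure D1:**
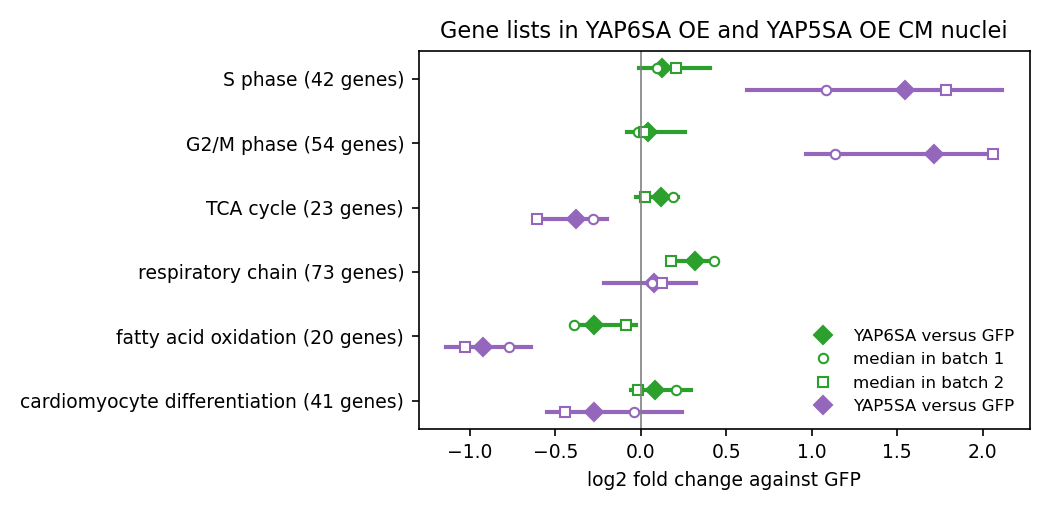
Median log2 fold change against GFP of the genes of 6 lists in YAP6SA (green) and YAP5SA (purple) OE CMs; diamonds are medians over the genes in the 6-library fit, lines run from the first to the third quartile, and open circles and squares are the medians in batches 1 and 2. The YAP5SA medians of the S phase and G2/M genes, 1.55 and 1.72, lie apart from the YAP6SA medians, and the TCA cycle and fatty acid oxidation medians are lower in YAP5SA than in YAP6SA.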

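All 6 genes called higher in YAP6SA OE CMs were also called higher in YAP5SA OE CMs. Both comparisons use the same GFP libraries, and in 60 simulations against them, chosen after the values were seen, with YAP5SA at its fitted changes and the YAP6SA changes moved to other genes of like expression, 17.8% of the YAP6SA calls were also called higher in YAP5SA. *Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590, minus strand), the actin of smooth muscle, rose most, with a log2 fold change of 2.83 in YAP6SA (quasi-likelihood FDR 0.00222) and 3.00 in YAP5SA OE CMs. The other genes were *Sik1* (1.68 in YAP6SA and 1.06 in YAP5SA), *Nr4a1* (1.89 and 1.22), *Irs2* (1.64 and 1.66), *Myl9* and *Srf*. *Sik1* and *Irs2* fall outside the rule by which genes were named and were chosen after their values were seen.
*Acta1* (ENSMUSG00000031972), the skeletal muscle actin, lies on chromosome 8 from 123891769 to 123894751 on the minus strand. Its expression was 41.9 ± 43.3 CPM (SD, n = 2) in GFP, 136 ± 52.6 in YAP6SA and 37.0 ± 35.4 in YAP5SA OE CMs. The log2 fold change in YAP6SA was 2.21 (standard error 0.37), with 1.25 in batch 1 and 3.08 in batch 2, and was not past the threshold (quasi-likelihood FDR 0.156). It was called in 3 of 9 alternative fits set beforehand, without the filter on low counts, with the likelihood ratio test and in the 4-library fit, and the FDR ran from 8.0e-25 to 0.998. In the 4-library fit, the FDR was 5.6e-06. With 2 libraries per group and changes this unlike between the batches, an FDR as low as 8.0e-25 cannot be taken at face value. Without YAP6SA replicate 2, the log2 fold change was 1.33. *Acta1* also differed between the batches, with a log2 difference of -1.92 (FDR 0.0493). *Acta1* was lower in YAP5SA than in YAP6SA (log2 fold change -2.33, FDR 0.00359), and its change against GFP was -0.12 (FDR 0.845), which turned to 0.58 without GFP replicate 1 and to 0.16 without YAP5SA replicate 2. *Actg1* (ENSMUSG00000062825, chromosome 11, 120345690 to 120348542, minus strand), a cytoplasmic actin, had 1620 ± 58.5 CPM in GFP, 2579 ± 105 in YAP6SA and 1601 ± 501 in YAP5SA OE CMs. Its log2 fold change in YAP6SA was 0.68 (standard error 0.23, quasi-likelihood FDR 0.693), with 0.59 and 0.75 in the batches, and 0.44 without YAP6SA replicate 2. It was called without the filter on low counts and in the 4-library fit, and the FDR over the alternatives ran from 0.00266 to 0.998. Actin genes have close copies, and reads that fit several of them are not in these counts.
*Myl9* (ENSMUSG00000067818, chromosome 2, 156775420 to 156781658, plus strand) had 32.1 ± 19.3 CPM in GFP, 111 ± 17.4 in YAP6SA and 86.6 ± 23.3 in YAP5SA OE CMs. Its log2 fold change was 1.89 in YAP6SA (standard error 0.22, quasi-likelihood FDR 0.025), with 1.42 and 2.39 in the batches, and 1.51 in YAP5SA. At a threshold of 0.05, *Myl9* was called in 8 of 9 alternative fits set beforehand, all but the one without the block, and its FDR ran from 2.0e-19 to 0.981. In the 6-library fit, *Myl9* was not called at the alternative threshold of 0.01.

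**Figure D2:**
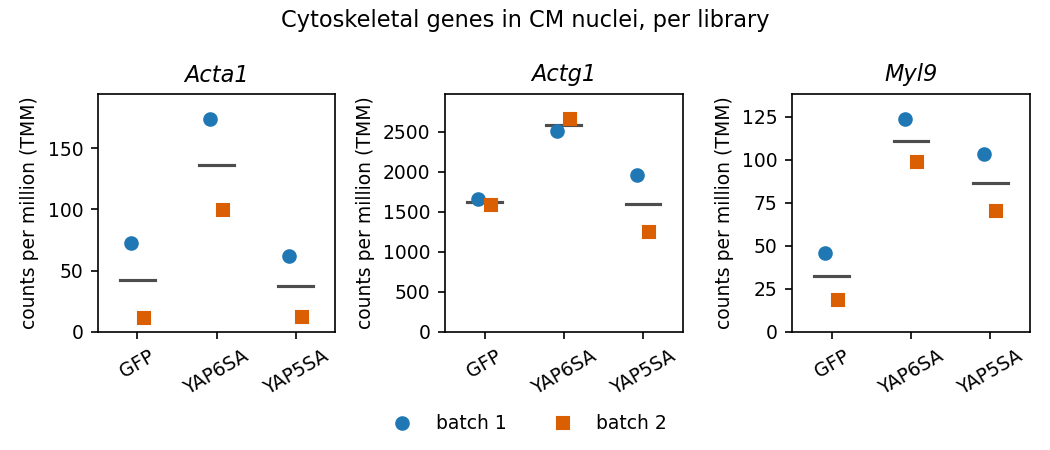
Expression (CPM, linear axes from 0) of *Acta1*, *Actg1* and *Myl9* in each library; bars are the means of the 2 libraries of a group, blue circles are batch 1 and orange squares are batch 2. The YAP6SA library lies above the GFP library of its own batch for each gene.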

Notably, YAP5SA and YAP6SA OE CMs shared DEGs that are relevant to cytoskeleton organization, and the GO analysis for YAP6SA versus GFP OE CMs confirmed the increased expression of actin and microtubule-related genes, such as *Acta1*, *Actg1*, *Myl9*, and *Rhoa* (Loumaye et al, 2022) (Fig 2F). In addition, we found that up-regulated genes, including *Myh8* and *Srf* (Fig 2E), mediate muscle cell differentiation and development (Aksel et al, 2015; Kwon et al, 2021) and others, such as *Ndufa1*, *Pdk4*, are TCA metabolic pathway genes (Yatsuka et al, 2020; Song et al, 2021) (Fig 2F and G). Moreover, down-regulated genes, such as *Csf1*, *Arel1*, are involved in the immune response (Chitu & Stanley, 2006; Lear et al, 2019). 

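*Myh8* (ENSMUSG00000055775, chromosome 11, 67277124 to 67308634, plus strand), a skeletal muscle myosin heavy chain, had 1 and 0 counts in the GFP libraries, 5 and 6 in the YAP6SA libraries, and 536 and 1170 in the YAP5SA libraries. Since the GFP libraries are under the limit of 3 counts, its change is given against that limit. In YAP6SA OE CMs, the mean was 1.77-fold over the limit. Counts of 5 and 6 carry counting error as well, so a rise is not established (quasi-likelihood FDR 0.611). None of 8 alternative fits set beforehand called *Myh8* in YAP6SA. It was at least 289-fold higher in YAP5SA OE CMs (FDR 9.2e-06). *Srf* (ENSMUSG00000015605, chromosome 17, 46548329 to 46556175, minus strand), which encodes serum response factor, had 61.3 ± 2.79 CPM (SD, n = 2) in GFP, 152 ± 8.99 in YAP6SA and 118 ± 35.0 in YAP5SA OE CMs. The log2 fold change of *Srf* in YAP6SA was 1.31 (standard error 0.17, quasi-likelihood FDR 0.0424), with 1.32 and 1.29 in the batches, and 0.92 in YAP5SA. At a threshold of 0.05, it was called in 8 of 9 alternative fits set beforehand, all but the one without the block, in which the FDR was 0.361, the highest of a range from 4.1e-10. In the 6-library fit, *Srf* was not called at the alternative threshold of 0.01.
*Ndufa1* (ENSMUSG00000016427, chromosome X, 37187588 to 37191163, minus strand), a subunit of respiratory complex I, had 38.5 ± 5.72 CPM in GFP, 62.5 ± 1.5 in YAP6SA and 71.5 ± 20.2 in YAP5SA OE CMs. The log2 fold change in YAP6SA was 0.71 (standard error 0.18, quasi-likelihood FDR 0.437), with 0.87 and 0.52 in the batches and 0.46 without YAP6SA replicate 1. *Ndufa1* was called in YAP5SA OE CMs (0.88, FDR 0.00869). *Pdk4* (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309, minus strand), a kinase of pyruvate dehydrogenase, had 436 ± 366 CPM in GFP, 730 ± 135 in YAP6SA and 258 ± 33.4 in YAP5SA OE CMs. In YAP6SA, the log2 fold change of *Pdk4* was 0.955 (standard error 0.35, quasi-likelihood FDR 0.709), with 0.25 in batch 1 and 1.83 in batch 2. It was 0.22 without GFP replicate 2 and 1.86 without GFP replicate 1, so the spread between the GFP libraries is as large as the change. Both genes were called without the filter on low counts and in the 4-library fit. Over the alternatives, the FDR ran from 0.00584 to 0.998 for *Ndufa1* and from 2.9e-05 to 1 for *Pdk4*.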

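*Csf1* (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469, minus strand), which encodes macrophage colony-stimulating factor, had 97.4 ± 8.49 CPM (SD, n = 2) in GFP, 61.2 ± 7.13 in YAP6SA and 143 ± 92.5 in YAP5SA OE CMs. Its log2 fold change in YAP6SA was -0.67 (standard error 0.33, quasi-likelihood FDR 0.842), with -0.64 and -0.70 in the batches. It was called without the filter on low counts and in the 4-library fit, and the FDR ran from 0.00386 to 1. The value was -1.16 without YAP6SA replicate 1 and -0.23 without GFP replicate 1. *Arel1* (ENSMUSG00000042350, chromosome 12, 84918148 to 84970900, minus strand), which encodes a ubiquitin ligase, had 111 ± 26.8 CPM in GFP, 73.7 ± 9.32 in YAP6SA and 85.0 ± 10.8 in YAP5SA OE CMs. The log2 fold change was -0.58 in YAP6SA (standard error 0.15, quasi-likelihood FDR 0.437), with -0.46 and -0.70 in the batches, and only the 4-library fit called it among FDR values from 0.0139 to 0.998. The first bases of *Arel1* overlap *Fcf1* on the other strand, which has 4135 counts against its own 9223. Both genes were lower than in GFP in each batch. For the 12 interferon response genes, an immune list, the median log2 fold change was -0.38 in YAP6SA (camera FDR 0.00322), with 3 positive genes, 0 called, 1 called lower in the 4-library fit and 1 lower at an unadjusted p under 0.05.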

The predicted upstream regulators of DEGs in YAP6SA-overexpressing CMs included YAP itself, corroborating the RNA-seq findings and confirming YAP’s canonical role as a transcriptional regulator (Fig 2E). 

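For YAP as a regulator, 20 canonical YAP/TEAD target genes were listed. Their median log2 fold change against GFP was 0.09 in YAP6SA OE CMs (camera FDR 0.127), with 14 positive genes and 0 called, or 1 when adjusted over the list alone and 1 in the 4-library fit, and 1 gene with an unadjusted p under 0.05. This median was -0.08 without GFP replicate 2 and 0.29 without YAP6SA replicate 2. In YAP5SA OE CMs, the median was 1.04 (camera FDR 6.6e-12), and 13 genes were called higher, also when adjusted over the list alone. In the direct comparison, the median was 1.14 in YAP5SA over YAP6SA (camera FDR 6.6e-12), with 12 genes called higher. *Ankrd1* (ENSMUSG00000024803, chromosome 19, 36111961 to 36120099, minus strand) had 799.8 ± 105 CPM (SD, n = 2) in GFP, 1461 ± 192 in YAP6SA and 4119 ± 982 in YAP5SA OE CMs. In YAP6SA, its log2 fold change was 0.87 (standard error 0.20, quasi-likelihood FDR 0.328), the same in both batches, and 4 of 9 alternative fits set beforehand called it, with FDR from 2.9e-05 to 0.998. In YAP5SA, it was 2.35 (FDR 2.0e-04). *Ccn2* (chromosome 10, 24595442 to 24598683, plus strand) had log2 fold changes of 0.67 in YAP6SA (quasi-likelihood FDR 0.874) and 3.33 in YAP5SA (FDR 9.98e-04). In YAP6SA, the *Ccn2* value was -0.04 in batch 1 and 1.62 in batch 2, -0.15 without GFP replicate 2 and 1.76 without GFP replicate 1, and it was called only without the filter on low counts, the lowest of FDR values from 0.035 to 1. *Ccn1* (chromosome 3, 145646976 to 145649981, minus strand) had -0.54 in YAP6SA (quasi-likelihood FDR 0.889), which became 0.24 without GFP replicate 1 and -1.14 without GFP replicate 2, and 1.96 in YAP5SA (FDR 0.00528), or 1.19 without YAP5SA replicate 2.
The 24 listed targets of SRF and its MRTF coactivators, 17 of which are also in the list of actin cytoskeleton genes, had a median of 0.56 in YAP6SA (camera FDR 1.1e-26), with 0.62 and 0.48 in the batches. It was 0.35 without YAP6SA replicate 1. Of these genes, 20 were positive and 3 were called higher, or 12 when adjusted over the list alone and 12 in the 4-library fit. In YAP5SA, the median was 0.85 (camera FDR 1.5e-10), with 17 called higher, or 18 over the list alone, and the direct difference between the variants was 0.21 (camera FDR 0.0669).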

Overall, these data suggest a TEAD-independent role of YAP6SA in mediating CM cellular activities in transcriptional or nontranscriptional manners.

**Figure 2.**
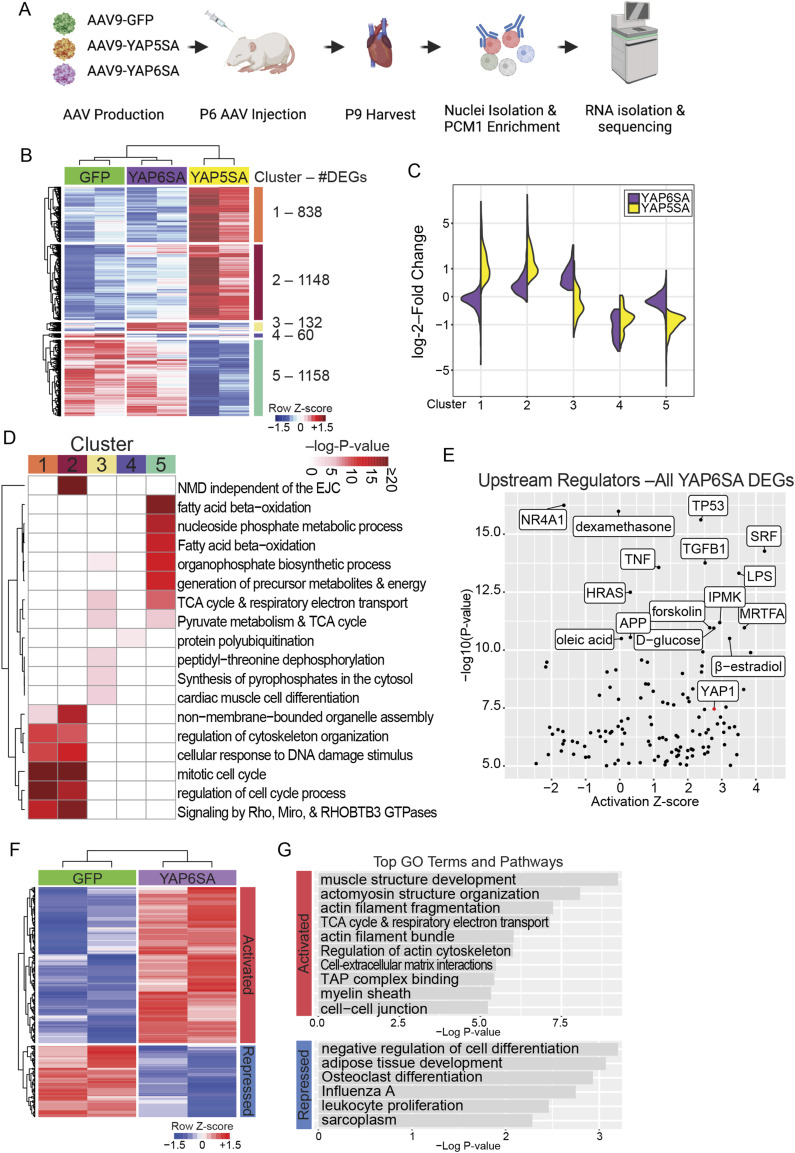
YAP6SA drives widespread transcriptional changes in cardiomyocytes. **(A)** Bulk RNA-seq pipeline. **(B)** Heatmap of DEGs in CMs of indicated groups. **(C)** Split violin plot showing average fold change for each gene cluster in YAP5SA versus YAP6SA OE CMs. **(D)** GO analysis of DEGs in YAP5SA and YAP6SA OE CMs. **(E)** Predicted upstream regulators of DEGs in YAP6SA OE CMs. **(F, G)** Heatmap of DEGs and (G) GO analysis between GFP and YAP6SA OE CMs. Source data are available for this figure.

### Metabolomics profiling of YAP6SA-overexpressing hearts

To determine whether YAP6SA alters the cardiac metabolic environment, we performed targeted metabolomics to evaluate glycolysis and TCA cycle–related metabolite levels in GFP control and YAP6SA OE hearts 5 d after AAV9 delivery into the P6 mice (Fig 3A). Compared with controls, YAP6SA OE hearts exhibited distinct metabolic profiles (Fig 3B). Given the involvement of these metabolites in the pentose phosphate pathway (PPP) (Fig 3C), we conducted a more detailed analysis and consistently observed elevated levels of glucose/fructose, G6P/F6P, ribose/ribulose/xylulose-5P, and ribulose-5P in YAP6SA OE hearts (Fig 3D). Altogether, our data provide evidence that YAP6SA induces the activation of PPP in postnatal hearts. The PPP, also known as the phosphogluconate pathway or hexose monophosphate shunt, is a metabolic pathway that operates in parallel with glycolysis and produces NADPH and ribose-5-phosphate (TeSlaa et al, 2023). Notably, ribose-5-phosphate is a precursor for nucleotide synthesis. Hence, our data suggest that YAP6SA initiates a metabolic change that may associate with increased activity of DNA replication, which may indicate CM cell cycle reentry.

**Figure 3.**
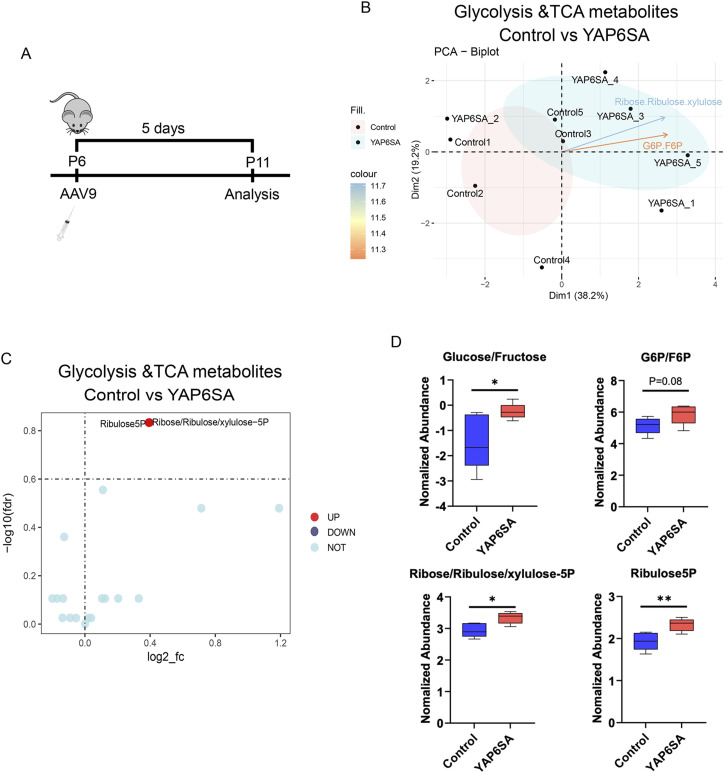
Metabolomics profiling of YAP6SA-overexpressing hearts. **(A)** Time scheme for metabolomics analysis in P6 mouse hearts. **(B)** PCA plot showing the metabolomics difference of GFP control and YAP6SA OE hearts. **(C)** Identification of differential metabolites in control and YAP6SA OE hearts. **(D)** Quantification of differential metabolites in control and YAP6SA OE hearts. Source data are available for this figure.

### YAP6SA promotes cardiomyocyte nucleation

To investigate whether YAP6SA stimulates CM division, we collected postnatal mouse hearts after 3 d of AAV9 infection and performed immunofluorescence (IF) to examine the CM cell cycle activity using the cell cycle markers CDK2, pHH3, and cyclin A2. CDK2 and cyclin A2 are highly expressed during the S phase of cell cycle (Israels & Israels, 2000). During the mitotic (M) phase, phosphorylated histone H3-Ser10 (pHH3) emerges from the onset of chromosome condensation (prophase) through metaphase and declines at anaphase (Sawicka & Seiser, 2012). IF results revealed that compared with AAV9-GFP control hearts, YAP6SA OE hearts exhibit increased CM proliferation activity, marked by ∼10% CDK2-positive CMs (Fig 4A), 4.0% cyclin A2–positive CMs (Fig 4B), and 0.6% pHH3-positive CMs per area (Figs 4C and S2A). In addition, YAP6SA OE hearts had similar numbers of dividing CMs compared with YAP5SA OE hearts. We further traced CM division in control and YAP6SA OE postnatal hearts via six consecutive EdU injections after 2 d of AAV9 delivery and isolated CMs for analysis after a 48-h chasing period (Fig 4D). Consistently, YAP6SA OE hearts exhibited an increased number of EdU-positive CMs compared with the control (Fig 4E and F), revealing that YAP6SA stimulates CM cell cycle reentry. Also, the pH2AX staining revealed an enhanced DNA double-strand break response during DNA replication in YAP6SA-overexpressing CMs (Fig S2B).

**Figure 4.**
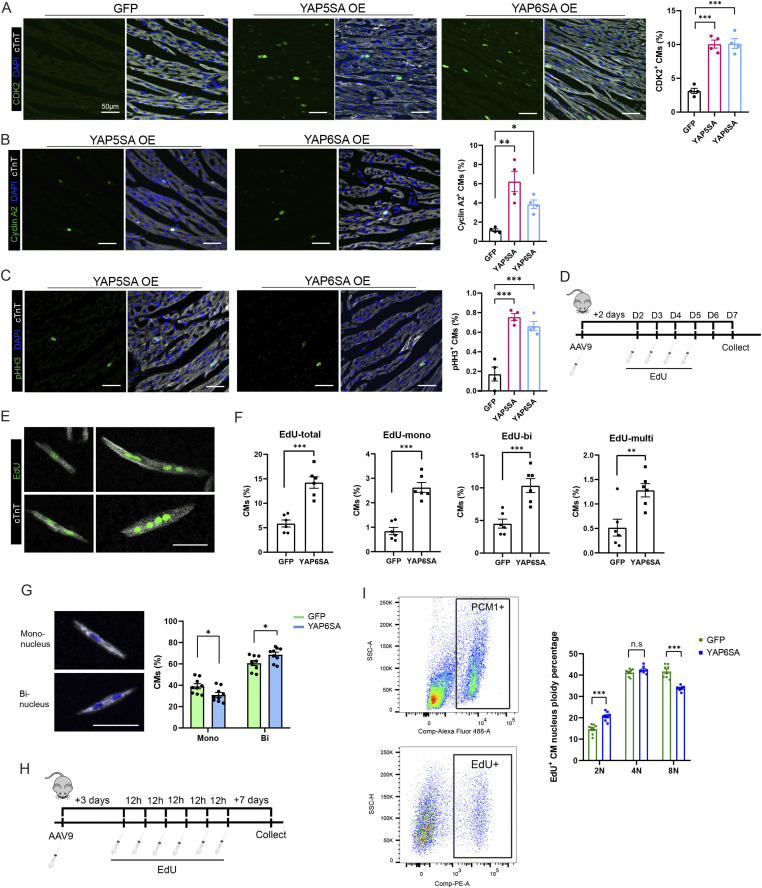
YAP6SA promotes cardiomyocyte nucleation. **(A)** Immunofluorescence (IF) for CDK2-positive CM quantification (n = 4 each) after 3 d of AAV9 infection in P6 murine hearts. **(B)** IF for cyclin A2–positive CM quantification (n = 4 each) after 3 d of AAV9 infection in P6 murine hearts. **(C)** IF for pHH3-positive CM quantification (n = 4 each) after 3 d of AAV9 infection in P6 murine hearts. *P < 0.05, **P < 0.01, ***P < 0.001. **(D)** Time scheme of the EdU administration experiment in P6 mice. **(E)** IF images showing different types of EdU-positive CMs with mononucleus, binucleus, or multiple nuclei. **(F)** Quantification results for EdU-positive CMs (n = 500, N = 6). **(G)** Images showing mononucleus and binuclear CMs and quantification results for mononucleus and binuclear CMs in GFP and YAP6SA OE hearts after 7 d of AAV9 infection in P1 neonatal hearts (n = 500, N = 9). **(H)** Time scheme of EdU administration experiment for ploidy analysis in P6 murine hearts. **(I)** Flow cytometry results showing the PCM-1 and EdU selection on replicated CM nuclei and the percentage of ploidy in GFP and YAP6SA OE hearts (n = 8).

**Figure S2.**
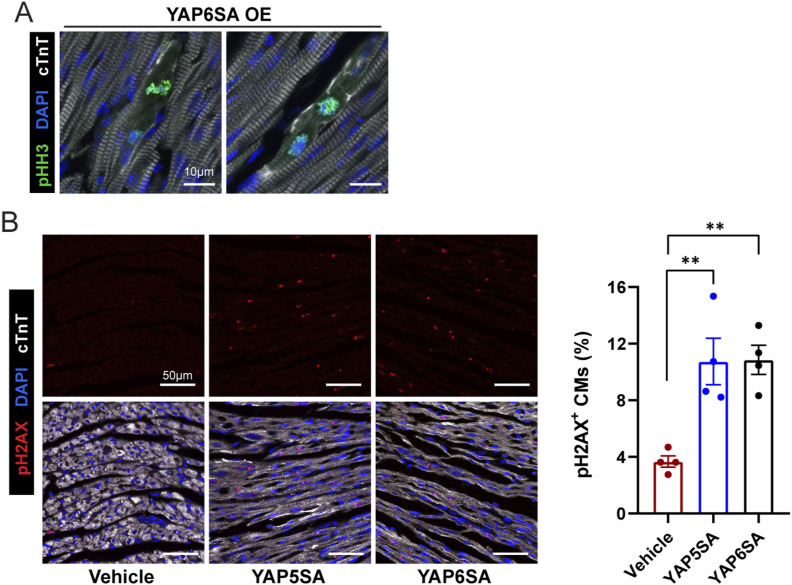
YAP6SA promotes CM division. **(A)** IF staining showing sarcomere disassembly in pHH3-positive CMs in YAP6SA OE hearts. **(B)** IF staining and quantification of pH2AX signal among vehicle control (AAV9-cTnT-rtTA), YAP5SA, and YAP6SA hearts (N = 4) 3 d after AAV9 delivery to P6 mice.

Moreover, we quantified mono- and binuclear CMs in GFP control or YAP6SA OE neonatal hearts 7 d after AAV9 infection at P1 age and observed that YAP6SA OE hearts have an increased percentage of binuclear CMs (Fig 4G), confirming that YAP6SA promotes CM karyokinesis. To evaluate the DNA content of proliferated CMs, we performed flow cytometry for EdU-positive CMs in GFP OE and YAP6SA OE postnatal hearts (Fig 4H), and found that compared with controls, the EdU-positive CMs in YAP6SA OE mice have an increased percentage of 2N nuclei and a decreased percentage of 8N nuclei (Fig 4I). These data demonstrate that YAP6SA stimulates CMs to reenter the cell cycle and drives CMs to nucleate.

### YAP6SA interacts with multiple protein factors in cardiomyocytes

To identify YAP6SA interactors in CMs, we used a Flag antibody to pull down YAP6SA and its interacting proteins in mouse postnatal heart extracts 3 d after AAV9 delivery for mass spectrometry analysis. YAP5SA and YAP6SA share many protein interactors while having their unique binding factors (Fig 5A). YAP6SA pulled down diverse protein factors (Fig 5B), including the classical Hippo pathway components WWC1/KIBRA, AMOTL2, and NF2, which regulate LATS1/2 and YAP/TAZ activities (Zhao et al, 2011; Matsuda et al, 2016; Park et al, 2016). YAP6SA also interacted with components of the cell cycle progression and CM development pathways, including RBBP8, PSMD14, PPP1CA, and the transcription cofactor FHL2 (Yu & Chen, 2004; Tran et al, 2016; Ma et al, 2021; Li et al, 2022). Interestingly, YAP6SA complexes with the RNA transcription and translation factors MRPS33, HNRNPH1, RBMX, EEF1G, PRPS1, and PRPS1L3 (Christian & Spremulli, 2012; Palacios et al, 2017; Cho et al, 2018; Jing et al, 2019; Takahashi et al, 2020), suggesting an alternative function of YAP6SA in CMs. We also observed that COX7A2, NDUFA8, and PARK7, which participate in oxidative metabolism in mitochondria (Taira et al, 2004; Deng et al, 2018; Yatsuka et al, 2020), interact with YAP6SA. Moreover, the cytoskeleton and cell junction organizers MPDZ, MPP5, MARCKS, CTNNA1/αE-catenin, and ZYX (Hulsken et al, 1994; Kantardzhieva et al, 2006; Hirata et al, 2008; Assemat et al, 2013; Yu et al, 2015) bind to YAP6SA (Fig 5B). Given our mass-spec and RNA-seq data, we determined that YAP6SA has multiple TEAD-independent roles in regulating various CM activities, and given the increased ratio of YAP6SA in the cytoplasm, we hypothesize that YAP6SA has a central role in modulating the CM cytoskeleton structure to provide a permissive environment for CM cell cycle progression.

**Figure 5.**
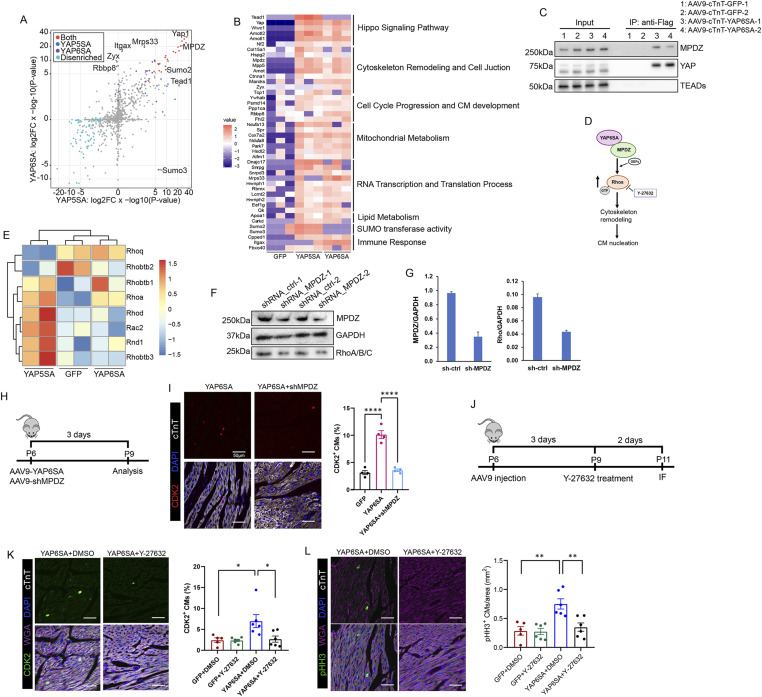
YAP6SA interacts with a diverse range of protein factors in cardiomyocytes. **(A)** Plot of YAP5SA and YAP6SA interactome data in CMs after 3 d of AAV9 infection in P6 mice. **(B)** Classification of YAP5SA and YAP6SA interactors in CMs. **(C)** IP result showing YAP6SA interaction with MPDZ in CMs after 3 d of AAV9 infection in P6 mice. **(D)** Graphic showing the hypothesized mechanism of YAP6SA function. **(E)** Bulk RNA-seq data demonstrating increased Rho mRNA levels in YAP6SA OE hearts. **(F, G)** Western blot showing decreased Rho protein levels in CMs expressing MPDZ-targeted shRNA and the quantification result after 7 d of AAV9 infection in P6 murine hearts. The shRNA is transcribed with GFP. **(H)** Time scheme showing AAV9-YAP6SA and AAV9-shMPDZ delivery to P6 mouse hearts and analysis 3 d post-AAV9. **(I)** CDK2 staining and quantification of YAP6SA and YAP6SA with shMPDZ hearts. **(J)** Time scheme for ROCK inhibitor treatment in P6 postnatal hearts. **(K)** IF staining and quantification results comparing the number of CDK2-positive CMs among groups (n = 6 each). **(L)** IF staining and quantification results comparing the number of pHH3-positive CMs among groups (n = 6 each). Source data are available for this figure.

### YAP6SA promotes cardiomyocyte nucleation by activating Rho GTPases

Our mass spectrometry results demonstrated that the MPDZ protein is a significant interactor of YAP6SA, with a strong binding affinity. Also known as MUPP1, MPDZ contains 13 PDZ domains and serves as a scaffolding protein to organize higher order protein complexes and maintain cell polarity (Ullmer et al, 1998; Assemat et al, 2013). The YAP/MPDZ interaction has been identified in numerous studies (Yu & Guan, 2013; Park et al, 2016), and MPDZ has been shown to coordinate with Rho guanine nucleotide exchange factors (GEFs) to activate Rho GTPases during endothelial cell migration and in the vicinity of synapses (Estevez et al, 2008; Ernkvist et al, 2009). Rho family proteins mediate almost all fundamental cellular processes in eukaryotes. Importantly, they regulate cytoskeleton reorganization during cytokinesis in certain cell types (Piekny et al, 2005; Mosaddeghzadeh & Ahmadian, 2021). Given the limited understanding of how the YAP/MPDZ complex regulates cardiomyocyte proliferation, we investigated whether YAP6SA promotes cardiomyocyte cell cycle reentry through its interaction with MPDZ, potentially enhancing Rho protein activity (Fig 5D). We performed co-IP to validate the YAP6SA-MPDZ interaction in postnatal CMs (Fig 5C), and evaluated the expression levels of Rho family genes among GFP, YAP5SA, and YAP6SA OE groups based on our bulk RNA-seq result. Surprisingly, the Rho genes, notably *Rhobtb1* and *Rhoa*, were up-regulated in YAP6SA OE groups (Fig 5E).

To determine whether inhibiting MPDZ expression in YAP6SA OE hearts would reduce Rho activity, we infected P6 YAP6SA hearts with AAV9 carrying MPDZ-targeted GFP-shRNA and collected hearts a week later. Western blotting revealed that MDPZ inhibition reduced Rho protein levels (Fig 5F and G). We also examined CM cell cycle activity 3 d after AAV9 delivery (Fig 5H). IF images revealed that knocking down MPDZ reduces CDK2-positive CMs in YAP6SA OE hearts (Fig 5I). Using an in vitro assay, we further observed that inhibiting MPDZ in iPS-CMs decreases Aurora B (broadly detected throughout the M phase and cytokinesis [Sawicka & Seiser, 2012]) and Rho A levels in YAP6SA OE iPS-CMs (Fig S3A–C). The Flag and MPDZ localization staining also suggested the interaction between YAP6SA and MPDZ in iPS-CMs (Fig S3D). To determine whether suppressing Rho GTPases activity impairs YAP6SA function, we administered the ROCK inhibitor Y-27632 in YAP6SA OE postnatal hearts and quantified CDK2- and pHH3-positive CMs 2 d later (Fig 5J). Interestingly, we found that CDK2- and pHH3-positive CMs were significantly fewer in YAP6SA OE hearts treated with Y-27632 compared with DMSO controls (Fig 5K and L). Using neonatal rat ventricular myocytes (NRVMs) as an in vitro assay, we confirmed that inhibiting Rho GTPases activity by the ROCK inhibitor decreases the number of pHH3-positive NRVMs (Fig S3E). These data reveal that YAP6SA enhances CM cell cycle activity by interacting with MPDZ and activating Rho GTPases.

**Figure S3.**
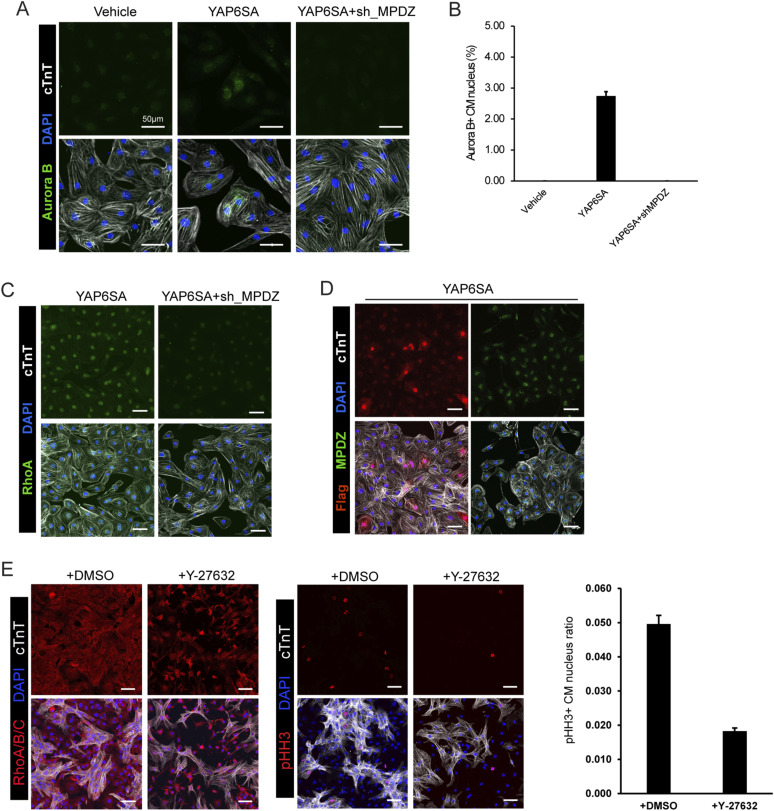
In vitro assay to study YAP6SA functions. **(A, B, C, D)** IF staining analysis of Aurora B, RhoA, Flag, and MPDZ expressions in vehicle control (AAV9-cTnT-rtTA), AAV9-YAP6SA–treated, and AAV9-YAP6SA and AAV9-shRNA_MPDZ–treated iPS-CMs 3 d after virus administration. **(E)** IF staining and quantification showing RhoA/B/C, pHH3 signal in DMSO or Y-27632-treated NRVMs 48 h after AAV9 administration (scale bar: 50 μm).

## Discussion

Mammalian hearts maintain their regenerative capacity for a short time after birth (Porrello et al, 2011). A long-standing question is how cardiac renewal is regulated during heart maturation. Our lab discovered that the HSP inhibits CM renewal through inhibiting the downstream effector YAP (Leach et al, 2017). We also identified YAP5SA, a modified YAP variant that bypasses Hippo inhibitory regulation, leading to CM hyperplasia, thickened ventricular walls, and, ultimately, mortality (Monroe et al, 2019; Li et al, 2024; Morikawa et al, 2025). Understanding how YAP5SA promotes cardiomyocyte proliferation is crucial for optimizing this active YAP variant as a potential therapy for heart failure.

We identified YAP6SA, an active YAP variant with disrupted YAP/TEAD interaction, that stimulates cardiomyocyte proliferation through TEAD-independent mechanisms. Compared with YAP5SA OE mice, YAP6SA extends survival while preserving cardiac structure and function. Notably, YAP6SA promotes cardiomyocyte cell cycle progression, as evidenced by a significant increase in proliferating cardiomyocytes in YAP6SA OE hearts compared with controls.

To uncover the mechanism(s) through which YAP6SA promotes CM proliferation, we combined RNA-seq and mass spectrometry analysis to identify DEGs and YAP6SA interactors in YAP6SA OE CMs. 

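Of the cell cycle genes, the 42 listed for S phase had a median log2 fold change against GFP of 0.13 in YAP6SA OE CMs (camera FDR 0.0938), with 31 positive, 0 called, also in the 4-library fit, and 2 with an unadjusted p under 0.05. The S phase median was 0.09 in batch 1 and 0.21 in batch 2, -0.02 without GFP replicate 2 and 0.25 without GFP replicate 1. The 54 G2/M genes had a median of 0.04 (camera FDR 0.334), with 31 positive, 0 called (1 in the 4-library fit), and 3 higher and 1 lower at an unadjusted p under 0.05. The G2/M median was -0.02 in batch 1 and 0.02 in batch 2. It was -0.15 without GFP replicate 2, -0.11 without YAP6SA replicate 1, 0.17 without YAP6SA replicate 2 and 0.34 without GFP replicate 1, so its direction rests on single libraries. Adjusted over the list alone, 0 genes of either list were called in YAP6SA. Tested directly, YAP5SA OE CMs were higher than YAP6SA OE CMs, with a median of 1.37 for S phase (camera FDR 1.2e-18, 27 genes called higher) and 1.65 for G2/M (camera FDR 2.7e-30, 42 called higher). *Cdk2* (chromosome 10, 128697939 to 128705031, minus strand) had 99.6 ± 2.47 CPM (SD, n = 2) in GFP, 104 ± 10.9 in YAP6SA and 132 ± 2.87 in YAP5SA OE CMs. The log2 fold change of *Cdk2* was 0.06 in YAP6SA (standard error 0.15, quasi-likelihood FDR 0.963), -0.03 without GFP replicate 2 and -0.05 without YAP6SA replicate 2. In YAP5SA, it was 0.41 (FDR 0.0712), and none of 9 alternative fits called it at a threshold of 0.05, while it is under the alternative threshold of 0.1. *Ccna2* (chromosome 3, 36564865 to 36572150, minus strand), the gene of cyclin A2, had 8.05 ± 0.666 CPM in GFP, 8.81 ± 1.09 in YAP6SA and 23.5 ± 3.03 in YAP5SA OE CMs. Its log2 fold change was 0.12 in YAP6SA (standard error 0.25, quasi-likelihood FDR 0.957), or -0.09 without GFP replicate 2 and 0.34 without GFP replicate 1. In YAP5SA, it was 1.53 (FDR 0.00278), and 1.41 over YAP6SA (FDR 0.00533). *Ccna2* overlaps *Exosc9* on the other strand, which has 720 counts against its own 1373.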

Unlike YAP5SA OE hearts, cell cycle–related gene expression is not up-regulated in YAP6SA OE CMs compared with controls. 

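The 55 actin cytoskeleton genes had a median log2 fold change against GFP of 0.37 in YAP6SA OE CMs (camera FDR 4.4e-18), with 0.40 in batch 1 and 0.28 in batch 2, and 43 were positive. It was 0.12 without YAP6SA replicate 1 and 0.24 without GFP replicate 2. Of these genes, 2 were called higher and 0 lower, or 19 when adjusted over the list alone and 19 in the 4-library fit, and 22 higher and 1 lower had an unadjusted p under 0.05. In YAP5SA, the median was 0.79 (camera FDR 9.0e-11), or 0.52 without YAP5SA replicate 2, with 31 called higher and 2 lower, or 36 in both directions when adjusted over the list alone. In the direct comparison, YAP5SA was above YAP6SA by a median of 0.27 (camera FDR 0.00322). The 25 microtubule genes had a median of 0.15 in YAP6SA (camera FDR 0.0464), with 0.29 and 0.07 in the batches, 17 positive, 0 called (1 in the 4-library fit) and 3 with an unadjusted p under 0.05. It was 0.05 without YAP6SA replicate 1 and 0.38 without YAP6SA replicate 2. With only the microtubule genes that had at least 10 counts in every library, the FDR was 0.0505, in a range over the alternatives from 0.0365 to 0.57. In YAP5SA, the microtubule median was 0.25 (camera FDR 0.267), with 7 called higher and 4 lower, or 13 when adjusted over the list alone, and the direct difference between the variants was 0.08 (camera FDR 0.758).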

Interestingly, multiple cytoskeleton remodeling genes are up-regulated in YAP6SA OE CMs. In addition, we observed that YAP6SA interacts with skeletal proteins, such as MPDZ. This suggests that YAP6SA promotes CM division by overcoming mitotic barriers via CM cytoskeletal remodeling.

It is well established that Rho GTPases are essential for cell proliferation–associated cytoskeletal reorganization (Piekny et al, 2005). In this study, we observed that Rho family gene expression is elevated in dividing cardiomyocytes. Furthermore, we found that silencing MPDZ in YAP6SA-overexpressing hearts led to reduced Rho protein expression. In addition, treatment with a ROCK inhibitor, which blocks the RhoA downstream effector ROCK, significantly decreases the number of CDK2- and pHH3-positive cardiomyocytes in YAP6SA OE hearts. These findings collectively reveal a critical role of Rho GTPase signaling in promoting cardiomyocyte cell cycle progression. The rationale by which the YAP6SA/MPDZ complex activates Rho GTPases to regulate CM cytoskeleton structure and drive CM mitosis remains unclear. Although previous studies have established the role of MPDZ in facilitating the conversion of Rho-GDP to Rho-GTP (Estevez et al, 2008), our findings reveal that MPDZ also regulates the overall levels of Rho family proteins in cardiomyocytes, a relationship that has not been previously reported. One possible explanation for the observed reduction in Rho protein levels is the instability of Rho-GDP, as Rho guanine nucleotide dissociation inhibitors (RhoGDIs) are known to bind Rho-GDP and protect it from degradation (Boulter et al, 2010). In addition, multiple Rho proteins could be activated by YAP6SA/MPDZ, as the Rho family participates in various cell division events. Notably, recent studies have identified sarcomere disassembly as a prerequisite for cardiomyocyte cell cycle reentry (Liu et al, 2025; Morikawa et al, 2025); however, the mechanisms governing this process remain unclear, as does the specific involvement of cytoskeletal components directly linked to Rho GTPase activity.

Our study is the first to shed light on the TEAD-independent function of active YAP in connecting CM cytoskeleton remodeling to CM cell cycle progression. Mature CM proliferation is a complex and not yet fully understood process. We are actively investigating the novel ways YAP6SA regulates CM division, and are working to decipher the complex interplay between Rho GTPases and cytoskeleton reorganization during CM mitosis. These findings hold significant promise for improving cardiovascular outcomes in humans.

## Materials and Methods

### Animals

Mice were housed and maintained in accordance with recommendations set in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal protocols were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee (IACUC). Male and female mice were used for all experiments. Mice were maintained on a FVB or ICR background. All control animals were littermates or age-matched if littermates were unavailable.

### AAV9 virus

The constructs containing rtTA, GFP, YAP5SA, YAP6SA, and shRNA targeting MPDZ gene sequences (Table S1) were cloned into a pENN.AAV.cTNT vector, which is transcribed under the cTnT promoter. All vectors were packaged into the muscle-trophic serotype AAV9 by the Intellectual and Developmental Disabilities Research Center Neuroconnectivity Core at the Baylor College of Medicine. After titering, viruses were aliquoted and immediately frozen and placed at −80°C for long-term storage. For the subcutaneous injection into neonatal and postnatal mice, each aliquot was diluted in saline to create a 50 μl injection solution, delivering a total of 1 × 10^11^ viral genomes to each mouse.

Table S1. shRNA sequence.

### Co-immunoprecipitation

Mouse whole hearts were homogenized and lysed using RIPA lysis buffer (10 mM Tris-Cl at pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1× protease inhibitor cocktail, and 1× phosphatase inhibitor [Roche]). Lysates were centrifuged at 13,800*g* for 20 min, and supernatants were collected for immunoprecipitation. YAP5SA and YAP6SA and their interacting proteins were purified using Anti-FLAG M2 Magnetic Beads (Sigma-Aldrich) for 4 h of rotated incubation at 4°C. The beads were washed three times, 10 min each, using RIPA lysis buffer and boiled with elution buffer (4 × loading: RIPA = 1:3) for 10 min. The antibodies used for immunoblotting in this context were rabbit anti-DYKDDDDK Tag (D6W5B) (1:2,000), Cat#14973; Cell Signaling Technology; rabbit anti-YAP (1:2,000), Cat#NB110-583538; Novus Biologicals; rabbit anti-TEADs (D3F7L) (1:1,000), Cat#13295; Cell Signaling Technology; rabbit anti-MUPP1/MPDZ (1:1,000), Cat#42-2700; Invitrogen.

### Western blotting

Western blotting was performed using standard methods with lysates prepared by homogenizing hearts with a homogenizer in RIPA buffer. The lysates, after 5 min of boiling in a reducing Tris-based SDS sample buffer, were loaded into acrylamide gels and run at 120 V for a sufficient time to achieve separation. Proteins were then transferred to PVDF membranes and imaged using the Amersham Imager 680 system (GE Healthcare). Primary antibodies were as follows: rabbit anti-DYKDDDDK Tag (D6W5B) (1:2,000), Cat#14973; Cell Signaling Technology; rabbit anti-GAPDH (1:3,000); Abcam; mouse anti-β-actin (C4) (1:3,000), Cat#sc-47778; Santa Cruz Biotechnology; rabbit anti-MUPP1/MPDZ (1:1,000), Cat#42-2700; Invitrogen; rabbit recombinant anti-Rho A + B + C antibody (EPR18299) (1:1,000), Cat#ab188103; Abcam. HRP-conjugated secondary antibodies were goat anti-rabbit IgG (H+L) and goat anti-mouse IgG (H+L) (1:5,000), Cat#111-035-003; Jackson ImmunoResearch. Quantitation was performed using the gel analysis feature in Fiji (ImageJ) (National Institutes of Health, Bethesda, MD, USA).

### Ultrasound echocardiography

M- and B-mode parasternal echocardiography of the left ventricle was performed according to established protocols at the Baylor College of Medicine Mouse Phenotyping Core (Respress & Wehrens, 2010) using the MS550S transducer operating at 40 MHz on a VisualSonics Vevo 2100 system and analyzed using Vevolab 5.7 software (Fujifilm VisualSonics).

### Histology and immunofluorescence

Freshly dissected hearts were imaged for GFP fluorescence using a Zeiss LSM 780 confocal microscope. For fixation, hearts were retrogradely perfused with 20 mM KCl-PBS before being perfused with 10% neutral buffered formalin, followed by embedding in paraffin. Transverse sections (seven microns) were cut and mounted onto charged polylysine slides. A portion was stained with Masson’s trichrome stain or H&E staining. Immunohistochemistry was performed by first deparaffinizing and rehydrating sections, followed by antigen retrieval and permeabilization in 0.5% Triton X in PBS. Sections were blocked (10% donkey serum in PBS, 0.1% Triton X) and then incubated with primary antibody overnight at 4°C, and secondary antibodies for 1 h at RT before imaging (Figs 4A and 5I and K, rabbit anti-CDK2, Cat#32147; Abcam; anti-rabbit Alexa 488, Cat#A-21206; Thermo Fisher Scientific; anti-rabbit Alexa 555, Cat#A-31572; Thermo Fisher Scientific; mouse anti-cTnT-Alexa 647 conjugate, Cat#565744; BD Pharmingen) (Fig 4B, rabbit anti-cyclin A2, Cat#32386; Abcam; anti-rabbit Alexa 488, Cat#A-21206; Thermo Fisher Scientific) (Figs 4C and 5L, rat anti-pHH3, Cat#ab10543; Abcam; anti-rat Alexa 488, Cat#A-21208; Thermo Fisher Scientific) (Fig S2B, rabbit anti-pH2AX, Cat#9718S; Cell Signaling Technology; anti-rabbit Alexa 555, Cat#A-31572; Thermo Fisher Scientific). Rhodamine-conjugated WGA was from Vector Labs, Cat#RL-1022. Nuclei were stained with DAPI (Cat#62248; Thermo Fisher Scientific). All imaging was performed with a Zeiss LSM 780 confocal microscope and 20× (Air (dry), ∼0.8) or 40x objectives (Oil immersion, ∼1.4) in the Optical Imaging and Vital Microscopy Core at Baylor College of Medicine.

For frozen sections, hearts were dehydrated with 15% and 30% sucrose/PBS solution and then placed into Tissue-Tek optical cutting temperature (OCT) compound (V.W.R. Cat#25608-930) before freezing over dry ice. Sections (10 microns) were then cut and mounted on glass slides. For immunofluorescence staining, sections were fixed and permeabilized and then incubated with primary and secondary antibodies before imaging (Figs 1E and S1A, rabbit DYKDDDDK Tag Antibody, Cat#14793; Cell Signaling Technology; mouse anti-cTnT-Alexa 647 conjugate, Cat#565744; BD Pharmingen) (Fig S2A, rat anti-pHH3, Cat#ab10543; Abcam; anti-rat Alexa 488, Cat#A-21208; Thermo Fisher Scientific). Rhodamine-conjugated WGA was from Vector Labs, Cat#RL-1022. Nuclei were stained with DAPI.

For in vitro staining, cells were fixed in 4% PFA with PBS for 20 min at RT, then permeabilized and blocked in PBS with 0.2% Triton X-100, 0.1% Tween-20, and 3% donkey serum for 30 min, and then incubated with primary and secondary antibodies before imaging. (Fig S1B, rabbit DYKDDDDK Tag Antibody, Cat#14793; Cell Signaling Technology) (Fig S3A–D, rabbit anti-Aurora B, Cat#ab2254; Abcam; anti-rabbit Alexa 488, Cat#A-21206; Thermo Fisher Scientific; rabbit anti-Rho A antibody, Cat#ab86297; Abcam; rabbit MUPP1/MPDZ polyclonal antibody, Cat#42-2700; Invitrogen; rabbit DYKDDDDK Tag Antibody, Cat#14793; Cell Signaling Technology) (Fig S3E, rabbit recombinant anti-Rho A + B + C antibody [EPR18299] (1:1,000), Cat#ab188103; Abcam, rat anti-pHH3, Cat#ab10543; Abcam).

### EdU labeling analysis

EdU was dissolved in PBS. Mice were injected with EdU intraperitoneally for several days (0.5 mg/g), and their hearts were collected after a chase period. The hearts were fixed in 4% PFA with PBS for 1 h at RT, then minced into small pieces, and incubated with Collagenase B and D in HBSS overnight. Isolated CMs were permeabilized in PBS with 0.2% Triton X-100 for 20 min and then washed by PBS with 0.1% Tween-20 (PBST) followed by EdU solution incubation for 30 min at RT. Then, CMs were incubated with anti-cTnT-647 antibody in 0.1% PBST at 4°C overnight and later stained with DAPI. Quantification of EdU-positive CMs was then performed.

### Nuclear isolation for sequencing

Nuclear isolation was performed as previously described with the following specifications (Monroe et al, 2019): Briefly, fresh cardiac tissue was harvested on ice and was immediately cut into tiny pieces before performing Dounce homogenization in NP-40 lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 1 mM DTT, and RNase inhibitors). Homogenized solution was filtered, and nuclei were isolated via density gradient centrifugation with OptiPrep density gradient medium after mixing homogenate 1:1 with a working solution (5 volumes of OptiPrep [Cat#D1556; Sigma-Aldrich] with 1 volume of diluent [20 mM MgCl_2_, 60 mM Tris-Cl, pH 7.4, 50 mM NaCl, 6% BSA, 6 mM DTT, and RNase inhibitors]). After 12-min 10,000 G centrifugation, all nuclei isolated from a 30–40% interface were precleared with Protein G Dynabeads (Cat#10003D; Thermo Fisher Scientific). Next, nuclei were immunoprecipitated with an anti-PCM-1 (Cat#HPA023370; Sigma-Aldrich) antibody and Protein G Dynabeads (washing two times with wash buffer [10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.1% Tween-20, 1 mM DTT, and RNase inhibitors]) to enrich for CM nuclei as described previously (Purdy et al, 2023).

### RNA sequencing

RNA from bead-bound PCM-1(+) nuclei was collected using the RNeasy Plus Micro kit (QIAGEN). Poly-A–enriched nuclear RNA sequencing (RNA-seq) libraries were generated by Novogene America and sequenced on the Illumina NovaSeq 6000. Reads were mapped to the mouse genome (mm10, Ensembl GRCm38.94) using STAR (Dobin et al, 2013). Differential expression analysis was performed using edgeR (Robinson et al, 2010). Lowly expressed genes were removed within each condition using median log_2_-transformed counts per gene per million mapped reads of 1, and a union set of genes was generated from each condition. Differential expression analysis was performed using a general linear model framework with an additional covariate to mitigate an apparent batch effect. Gene ontology analysis was performed using Metascape (Tripathi et al, 2015) and Ingenuity Pathway Analysis (QIAGEN; Kramer et al, 2014).

### Flow cytometry analysis of DNA content

EdU was administered, and CM nuclei were isolated as previously described. Hearts were dissected and minced on ice into NP-40 lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 1 mM DTT, and RNase inhibitors). PCM-1–bound nuclei were then conjugated to fluorescent secondary antibodies, and EdU was detected using Click-iT EdU Flow Cytometry Assay Kit according to the manufacturer’s instructions (Cat#C10340; Thermo Fisher Scientific). DNA content was quantified by DAPI fluorescence. Detection was performed using a BD FACSAria II (BD Biosciences), and data were analyzed in FlowJo software (Tree Star). Gating was based on isotype controls and fluorophore-negative controls. Flow cytometry was performed at the Texas Heart Institute Flow Cytometry Core Facility.

### Targeted metabolomics analysis

To identify differentially abundant metabolites in YAP6SA versus GFP control hearts, AAV9-cTnTGFP and AAV-cTNT-YAP6SA were injected into P6 WT postnatal mice, and hearts were collected 5 d after injection. Dissected hearts were then perfused, weighed, snap-frozen in liquid nitrogen, stored in −80°C, and sent to the Mouse Metabolomics Core at Baylor College of Medicine for analysis. The targeted metabolomics study was performed focusing on glycolysis, TCA cycle, carnitines, and fatty acid metabolites (Kami Reddy et al, 2024). Briefly, the acquired data were analyzed, and review and integration of each peak, along with each of isotopomer peaks for metabolic flux, were done using Agilent Mass Hunter Quantitative Analysis software (Agilent Technologies). The data were log_2_-transformed followed by internal standard normalization on a per-sample, per-method basis. For every metabolite in the normalized dataset, two-tailed *t* tests were conducted to compare expression levels between AA BLCA and EA BLCA. Differential metabolites were identified by adjusting the *P*-values for multiple testing at an FDR threshold of < 0.25. The R statistical software system generated a hierarchical cluster of the differentially expressed metabolites (https://www.r-project.org/).

### iPS cell culture and differentiation

Cells were cultured on Geltrex-coated plates and fed with mTeSR Plus medium every other day. For cell differentiation, iPSCs were seeded as single cells onto Geltrex-coated plates and cultured in mTeSR Plus for 2 d until they reached ∼80% confluency. Cells were then treated with CHIR99021 for 24 h, followed by C59 for 48 h, and subsequently maintained in RPMI/B27 medium. Nonmyocytes were eliminated using DMEM supplemented with 4 mM lactate. The purified cardiomyocytes were then matured in GFAM for 3 wk.

### Mass spectrometry

IP beads were resolved on NuPAGE 10% Bis-Tris Gel with MOPS running buffer (Life Technologies). The eluted proteins were visualized with Coomassie brilliant blue stain, excised into gel pieces, and in-gel–digested with trypsin. The heavy and light chain bands were pooled together, whereas the remaining MW region was combined to generate another pool. The LC-MS/MS analysis was carried out using nanoLC1000 system coupled with Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). The peptides were loaded on a two-column setup with precolumn (2 cm × 100 μm I.D.) and analytical column (20 cm × 75 µm I.D.) filled with ReproSil-Pur Basic-C18 (1.9 μm; Dr. Maisch GmbH). The peptide elution was done using a discontinuous gradient of 90% acetonitrile buffer (B) in 0.1% formic acid (2–30% B: 86 min, 30–60% B: 6 min, 60–90% B: 8 min, 90–50% B: 10 min). The MS instrument was operated in data-dependent mode with MS1 acquisition in Orbitrap (120,000 resolution, AGC 5 × 10^5^, 50-ms injection time) followed by MS2 in Ion Trap (Rapid Scan, HCD 30%, AGC 5 × 10^4^). The MS raw data were searched using Proteome Discoverer 2.1 software (Thermo Fisher Scientific) with Mascot algorithm against mouse NCBI RefSeq database updated 2020_0324. The precursor ion tolerance and product ion tolerance were set to 20 ppm and 0.5 Da, respectively. Maximum cleavage of 2 with trypsin enzyme, dynamic modification of oxidation on methionine, protein Nterm acetylation, and destreak on cysteine were allowed. The peptides identified from Mascot result file were validated with 5% false discovery rate (FDR). The gene product inference and quantification were done with a label-free iBAQ approach using the “gpGrouper” algorithm (PMID: 30093420). For statistical assessment, missing value imputation was employed through sampling a normal distribution N (μ-1.8 σ, 0.8 σ), where μ, σ are the mean and SD of the quantified values. For differential analysis, we used the moderated *t* test and log_2_ fold changes as implemented in the R package limma.

### In vivo drug treatment

For the in vivo treatment experiments, the ROCK inhibitor Y-27632 (Inc. 72304; StemCell Technologies) was diluted in mineral oil (Lot# MKCH0156; Sigma-Aldrich) at a dosage of 10 μg/g through subcutaneous injection into P9 mice. Mouse hearts were collected 2 d after drug treatment and were analyzed via pHH3 immunofluorescence followed by quantification.

### Quantification and statistical analysis

All statistical tests, error bars, *P*-values, and n numbers are reported in the corresponding Fig legends. Sample sizes were not predetermined but were chosen based on previous publications. Mice were excluded only if they had obvious anatomical or health abnormalities before experiments were performed. To address randomness, all available mice (mutant or control) were included in the study. Control mice are indicated in the figure legends. They were AAV9-GFP–infected mice; AAV9-rtTA–infected mice; or mice without AAV9 virus infection. Controls were littermates with or age-matched to experimental mice. No differences in variances were detected between any group in the reported experiments. One-way, two-tailed analysis of variance (ANOVA) tests, followed by post hoc tests, were performed in Origin Pro (OriginLab Corporation). Fisher’s exact tests, chi-squared test, and log-rank tests were performed in Prism 5 (GraphPad). All graphs were generated in R or Microsoft Excel and presented using Prism. Cartoons were created in BioRender (https://www.biorender.com/; https://www.R-project.org/).

## Supplementary Material

Reviewer comments

## Data Availability

Cell lines, plasmids, and other materials are available upon request. All raw and processed sequencing data are deposited at the National Center for Biotechnology Informationʼs Gene Expression Omnibus (GEO): GSE315945. Source Data are provided with the article.

# Supplementary material for: TEAD-independent mechanisms of YAP function in cardiomyocyte cell cycle reentry
**Source:** Life Sci Alliance. 2026 Jan 23;9(4):e202503496. doi: 10.26508/lsa.202503496

**Figure 1:**

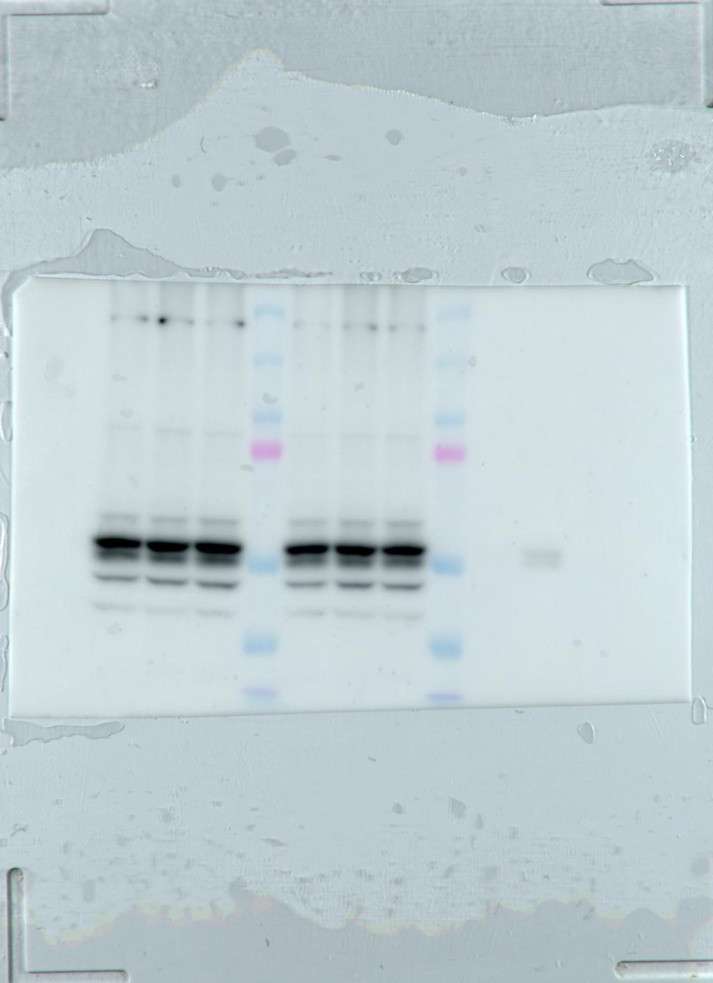

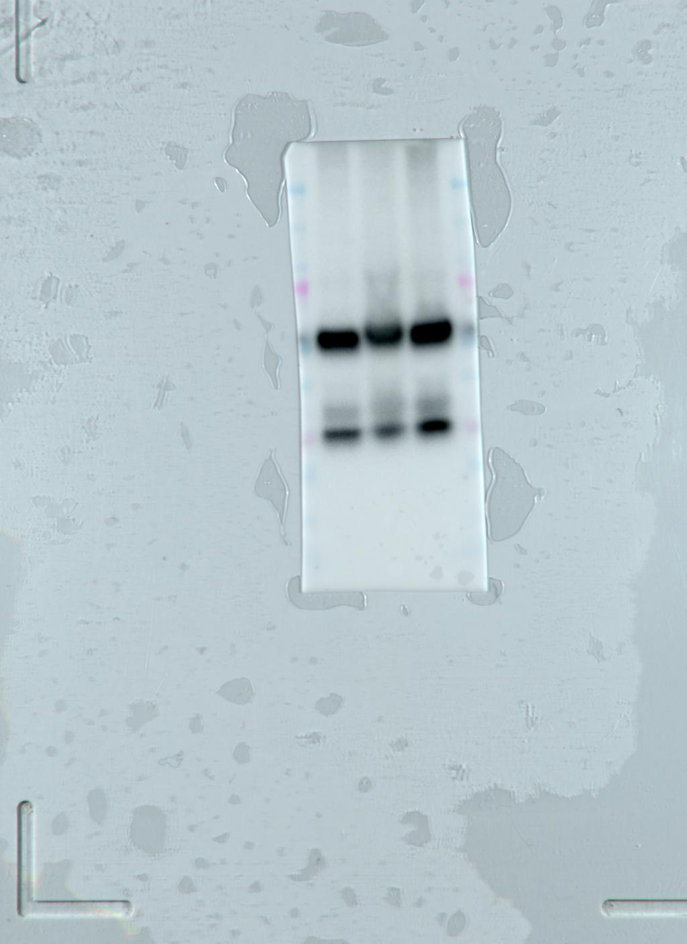

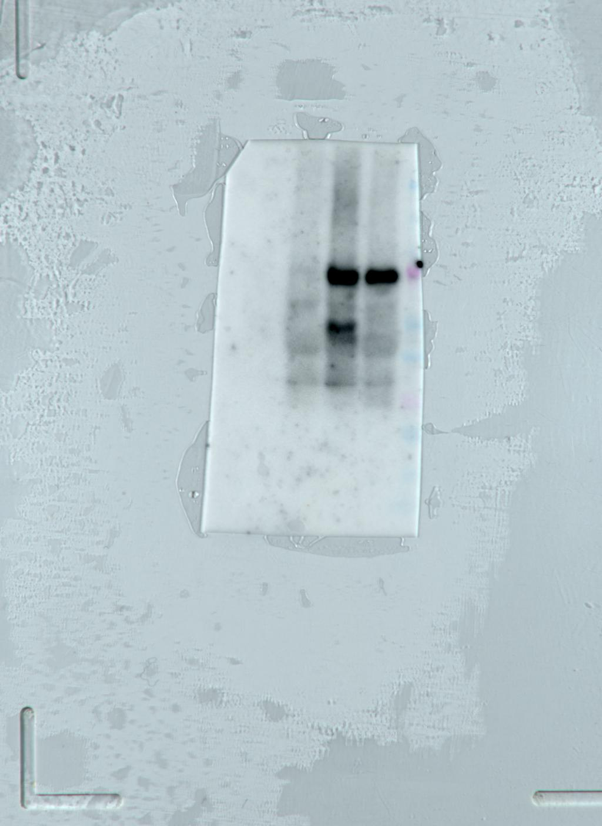
Flag: Actin: TEADs: (input + co-IP)

co-IP output:

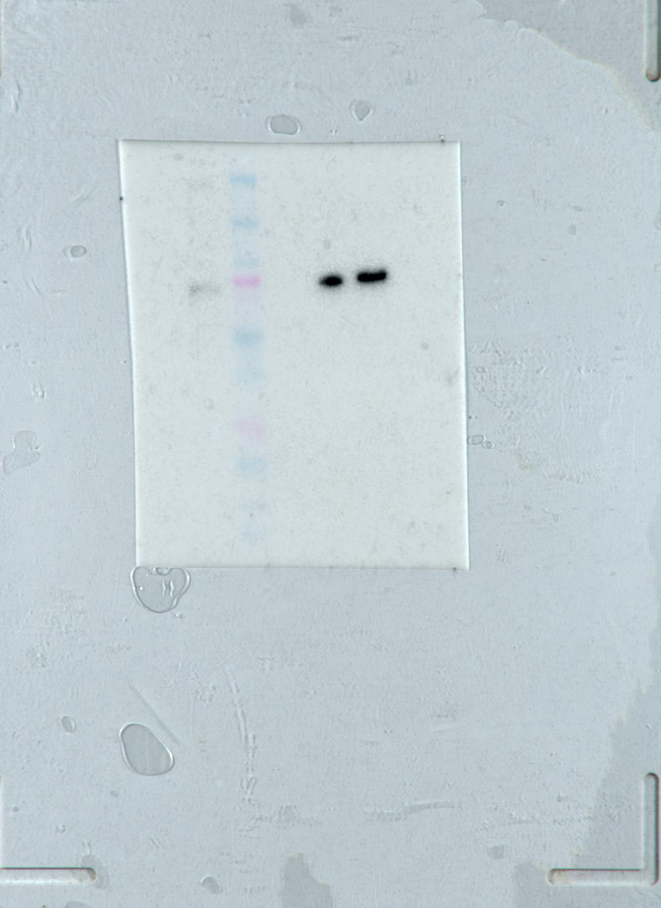

**Figure 5:**

Figure 5C:

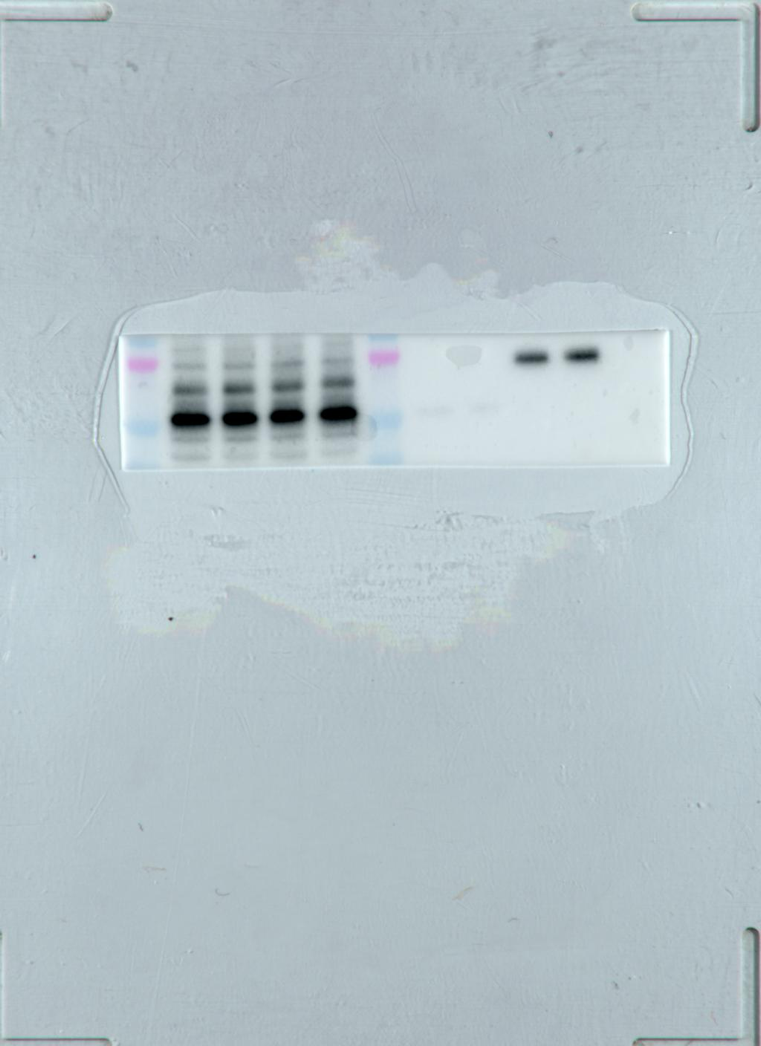
MPDZ: TEADs:

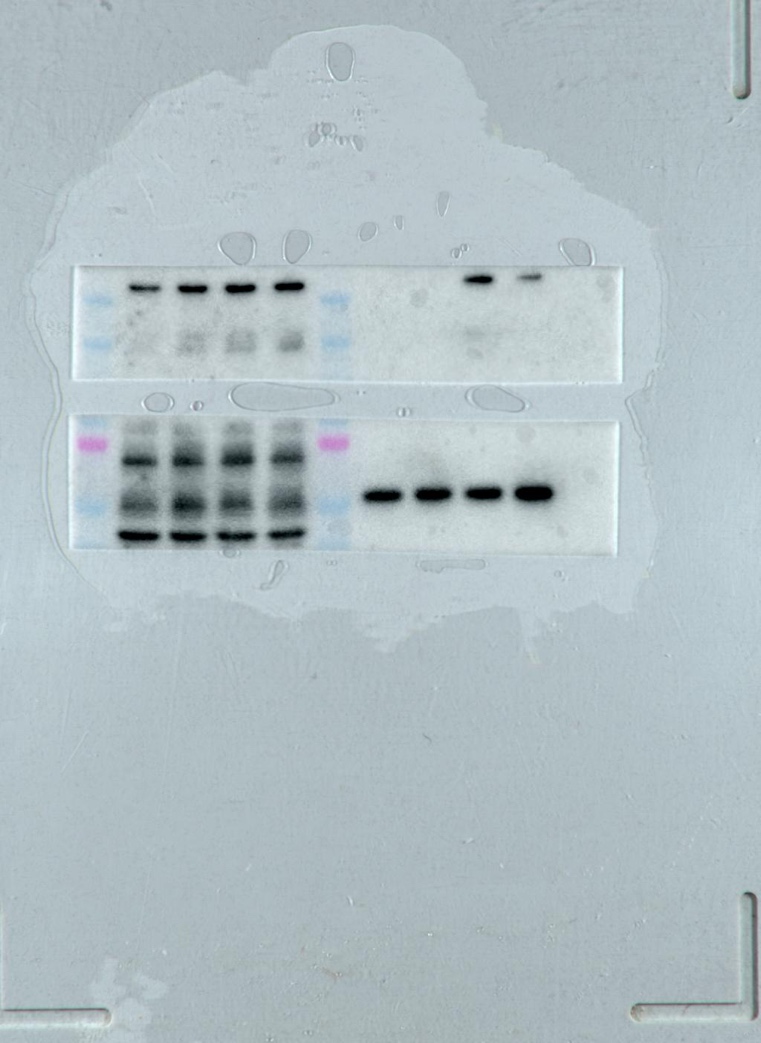

YAP:

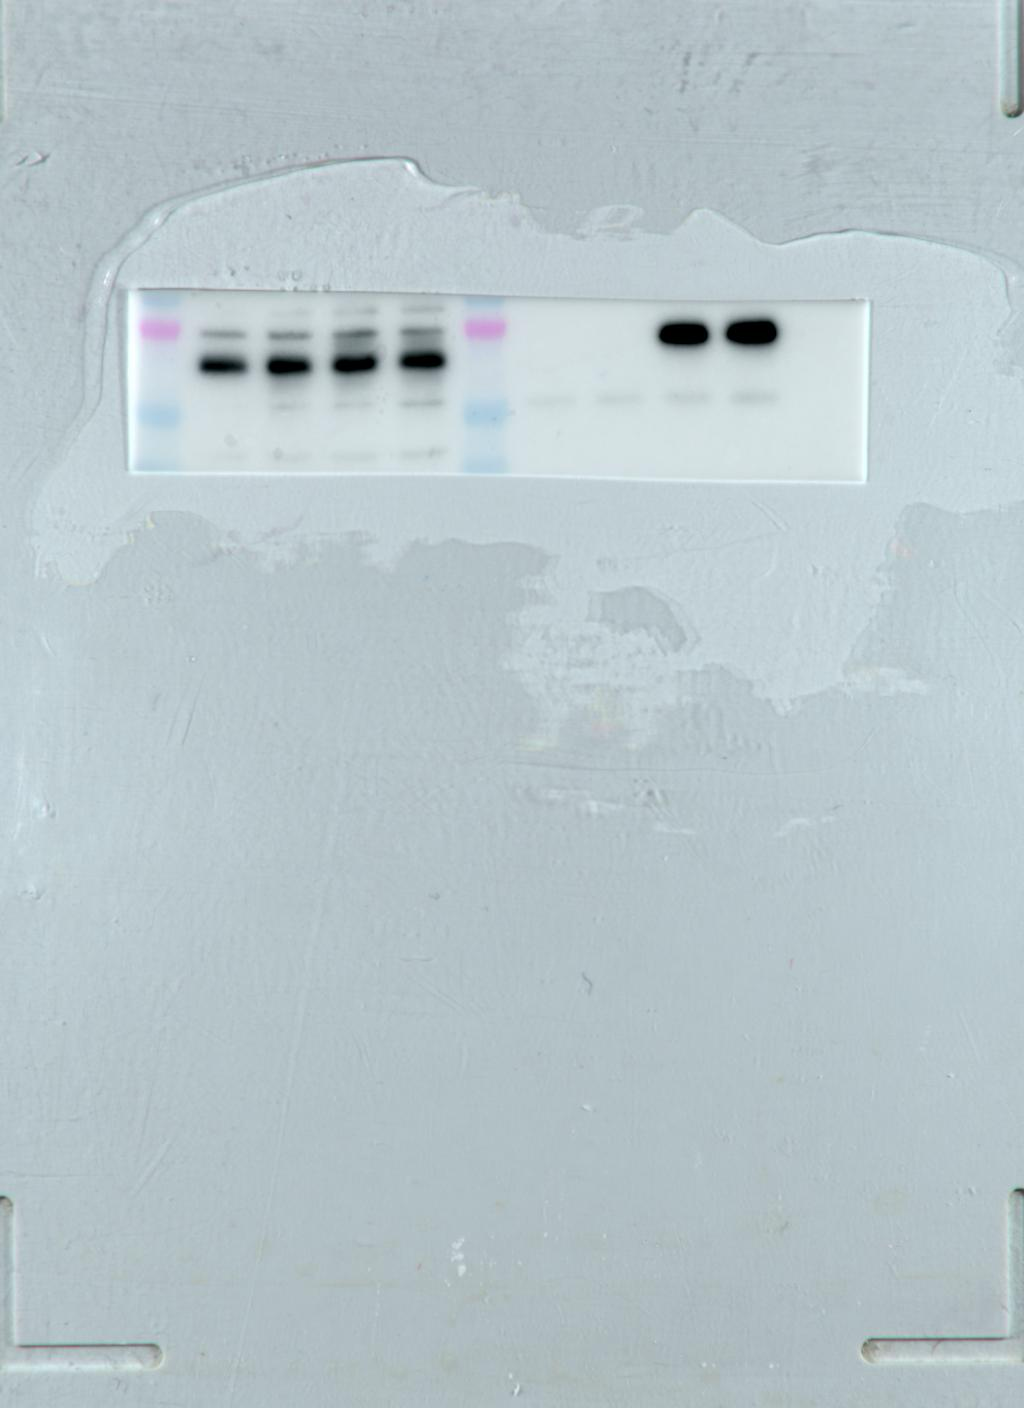

Figure 5F:

GAPDH: MPDZ: RhoA/B/C:

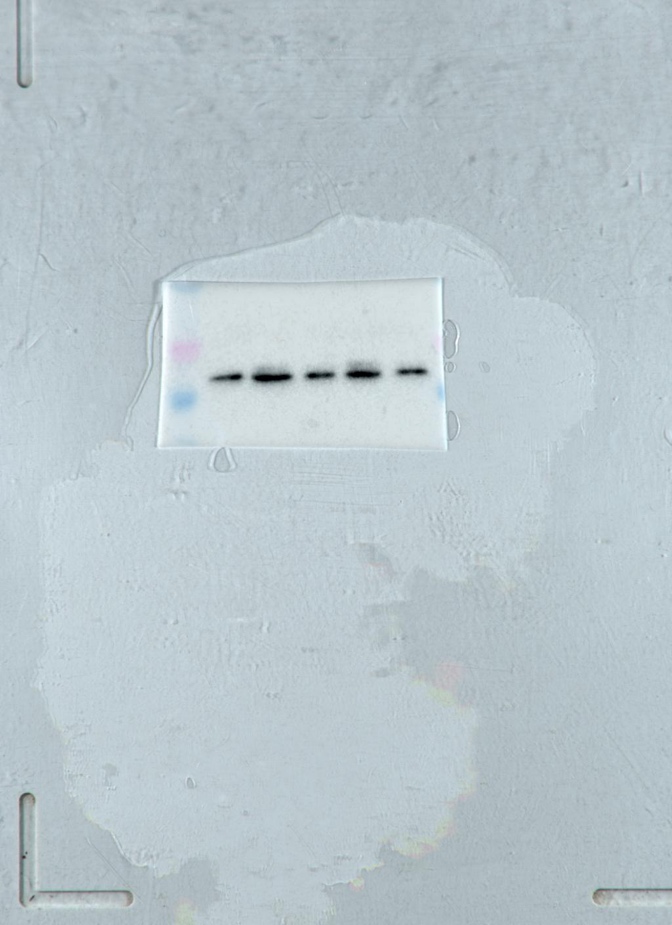

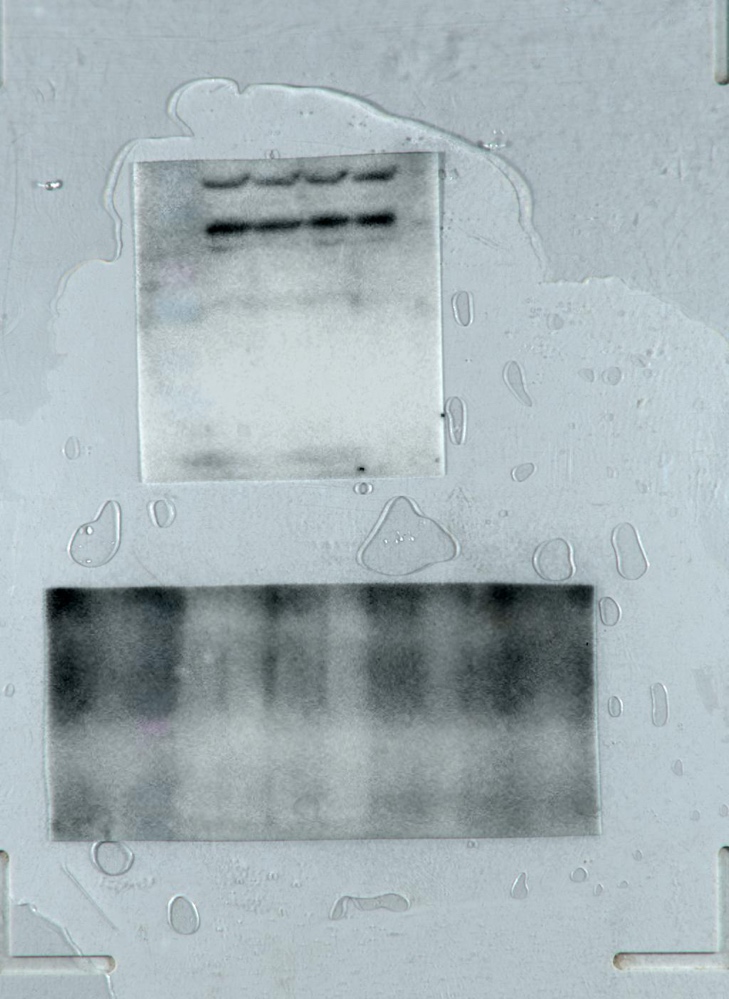

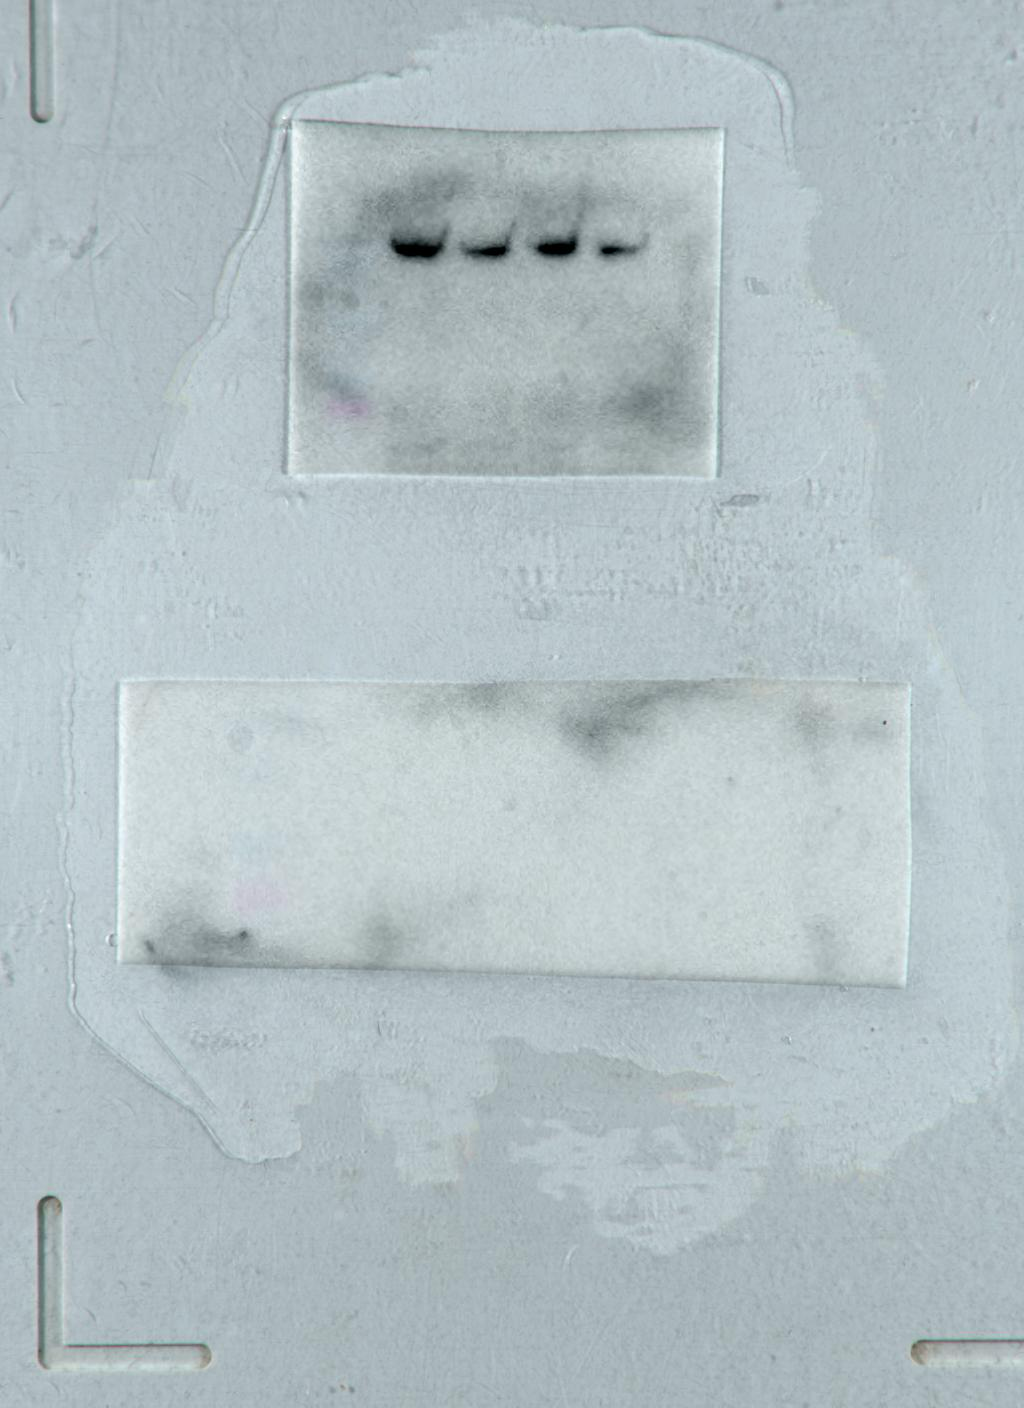

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

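Poly-A RNA of PCM-1-bound CM nuclei was measured by RNA-seq in hearts 3 d after AAV9 delivery of GFP, YAP6SA or YAP5SA. Each group had 2 libraries, 1 in each of 2 batches. The authors mapped the reads with STAR to mm10 with the Ensembl 94 annotation and deposited raw read counts per gene, with 1 column per library and no normalization or filter. Of the reads in a library, 9.43% to 9.84% lay outside genes, 5.79% to 6.31% were ambiguous between genes, 2.90% to 4.19% mapped to several places and 3.03% to 3.63% were unmapped, and none of these is in the gene counts. The 10 most abundant genes took 6.53% to 9.58% of the gene counts. The total gene counts ran from 14552847 to 19615627 per library. At this depth, a gene with 0 counts could have up to 3, and this floor covers counting error alone. Of the 54532 Ensembl genes, 54409 were named from the GENCODE M21 annotation of GRCm38, which also gave the coordinates, and 123 had no name there. A count was above 0 in at least 1 library for 27396 genes. No library was a copy of another, since the replicates of a group differed by 19.0, 21.3 and 29.9 times the sampling noise (chi-square per degree of freedom).

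Genes were kept when their median log2 CPM was over 1 in at least 1 of the 3 groups, as the paper's methods state, which left 13323 genes. The counts were fitted in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood fit with its default settings), in one model of all 6 libraries with terms for batch and group. The paper's methods name edgeR's general linear model with a batch covariate, and its text names neither the quasi-likelihood nor the likelihood ratio test. Each pair of groups was tested, and both group terms were tested jointly, with Benjamini-Hochberg adjustment and a threshold of 0.05. The batch term pairs the libraries of the groups. The pairing comes from the sample labels, in which the replicate number is the batch number, and libraries of one batch deviated from their group means together, with correlations across genes of 0.368 for GFP and YAP6SA, 0.0985 for GFP and YAP5SA, and 0.175 for YAP6SA and YAP5SA. With 2 libraries per group, a test for outlying samples and other splits of the samples could not be made.

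Genes were counted as specific to a variant when they differed in the same direction from both other groups, and as shared when both variants differed from GFP in the same direction. The paper's text does not say how its gene clusters were made. In all, 21 gene lists with 514 genes were tested with camera in limma 3.58.1, at a preset correlation of 0.01, over all genes kept and with adjustment over all lists and comparisons. The lists given here were S phase, G2/M phase, TCA cycle, respiratory chain, fatty acid oxidation, actin cytoskeleton, microtubule, SRF/MRTF targets, immediate early genes, CM differentiation, YAP/TEAD targets, pentose phosphate pathway, interferon response, the skeletal myosin cluster, other skeletal muscle genes, and markers of fibroblasts, endothelial cells, macrophages, mural cells and erythroid cells. The actin cytoskeleton list shares 17 genes with the SRF/MRTF targets, the CM differentiation list holds 3 genes of other lists, and the microtubule and G2/M lists share 1 gene. The paper's GO and upstream regulator tools were not used. Smooth muscle markers, nuclear long noncoding RNAs, ribosomal protein genes and mitochondrial genome mRNAs were listed later, for the tests of technical explanations.

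The model, the filter, the tests, the gene lists and a first set of alternatives were chosen before the data were examined. The genes named in the text are taken from those that the paper names for its RNA-seq data, *Yap1*, *Mpdz*, *Cdk2*, *Ccna2*, the TEAD targets *Ankrd1*, *Ccn1* and *Ccn2*, the interactors that the paper names, the sex genes, genes of the skeletal muscle lists, and for each comparison the 3 genes with the largest change in each direction among those past the threshold, changed the same way in both batches and with a mean log2 CPM of at least 1. These alternatives were DESeq2's size factors (RLE) or upper quartile scaling, no filter or at least 10 counts in every library, edgeR's likelihood ratio test, DESeq2 1.42.0, limma-voom, no batch term, fits of only the 4 libraries compared, thresholds of 0.01 and 0.1, each library left out in turn, and for the lists fry, an estimated correlation, and only the list genes with at least 10 counts in every library. Values for a library left out carry no test, since 1 library is then left in its group. Further alternatives were chosen after the data were seen and are marked as such.

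The pipeline was tested on simulated data with the real library sizes, in which 200 of 13004 genes were changed by known amounts. It recovered 164 of them, and 96 of the 100 with a 4-fold change, with 19 false calls. These false calls are a larger share of the calls than the threshold of 0.05 aims at. The 4-library fit recovered 159 of the changed genes in the simulation, with 12 false calls. In the real counts, by contrast, the 4-library fit called far more genes in YAP6SA than the fit of all libraries. The simulation does not reproduce this gap, so it cannot show how well the pipeline does on these counts. In a second simulation with 12990 genes, a seeded list was called, and 0 of 50 random lists were called at an unadjusted p under 0.05. All columns of the deposited counts were used. Some of the genes and gene lists tested are not reported here. Mass spectrometry, metabolite, imaging and functional data of the paper are not analysed here.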

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

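The tests of reads shared between myosin paralogs and of the share of other cells in YAP5SA were chosen after the results were seen, and so was the look at the mitochondrial genome. Of the genes named below, the paper's text names only *Myh8*. Its table of the fit, held here in part, includes *Myh1*, *Myh2*, *Tmem130*, *Igfbp2*, *Cacna1s* and *Atp6v1c2* as well.

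In YAP5SA OE CMs, 37 genes were called higher that had at most 3 counts in each GFP library, and 21 of these also had at most 3 counts in each YAP6SA library. The largest was *Myh8*, at least 289-fold higher. *Myh2* had 0 counts in all GFP and YAP6SA libraries and 40.7 ± 25 CPM (SD, n = 2) in the YAP5SA libraries, at least 233-fold higher (quasi-likelihood FDR 5.2e-05), or at least 132-fold without YAP5SA replicate 2. *Myh1* had 0 counts in the same libraries and 18.2 ± 13.8 CPM in YAP5SA, at least 104-fold higher (FDR 2.4e-04), or at least 48.1-fold without YAP5SA replicate 2 and at least 160-fold without YAP5SA replicate 1. *Tmem130* and *Igfbp2*, chosen after their values were seen, were at least 142-fold and 112-fold higher, or at least 60.3-fold and 50.8-fold without YAP5SA replicate 2 and at least 224-fold and 174-fold without YAP5SA replicate 1. The signal was in both YAP5SA libraries, where *Myh1*, *Myh2* and *Myh8* together had 66.9 CPM in batch 1 and 152 CPM in batch 2. The YAP5SA libraries are not the deepest, with a median of 15874980.5 gene counts against 17597474 in GFP.

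Skeletal muscle tissue in the samples would bring its other abundant transcripts along. The summed CPM of *Tnnt3*, *Mylpf*, *Atp2a1* and *Actn3* was 4.99% of that of the myosin genes in the YAP5SA libraries. It was 6.16 and 4.76 CPM there, against 4.36 and 2.74 CPM in the GFP libraries, which argues against this source. Other skeletal muscle genes did move. *Neb* had 7.60 CPM in GFP and 39.5 CPM in YAP5SA (log2 fold change 2.32, quasi-likelihood FDR 4.4e-04). *Myog* had 0 counts in the GFP libraries, and 19 and 52 in the YAP5SA libraries. *Tnnt1* was called lower in YAP5SA (-0.96, FDR 0.00896). Reads of the cardiac myosin genes counted on their skeletal paralogs would appear in GFP as well, but *Myh1* and *Myh2* had 0 counts in a GFP library with 429433 *Myh6* counts. A larger share of fibroblasts, endothelial cells, macrophages or mural cells is argued against by their 4 marker lists, the largest of which moved by a median of 0.326 in YAP5SA, whereas the called genes moved by a median of 1.01. The skeletal myosin cluster of 3 genes, 1 of which is also in the CM differentiation list, had a fitted median log2 fold change of 11.2 in YAP5SA (camera FDR 1.3e-22), or 7.86 with its genes at their lower bounds, and 7.04 at these bounds without YAP5SA replicate 2. In YAP6SA, *Myh1* and *Myh2* had 0 counts, so no change of these genes was detectable at this depth. *Myh8* had 5 and 6 counts there, against 1 and 0 in GFP. It was not called (quasi-likelihood FDR 0.611), but was when adjusted over the list alone. Among the other 8 skeletal muscle genes, the median was 0.51 in YAP5SA (camera FDR 0.00281), with 3 called higher and 1 lower, and -0.12 in YAP6SA (camera FDR 0.869). These muscle lists are the only ones with a fry FDR under 0.05 (0.0334 for each, in YAP5SA against GFP and against YAP6SA), and with an estimated correlation no list was under it (lowest FDR 0.471). A candidate explanation that these tests leave is that YAP5SA raises skeletal myosin transcripts in CMs, which is a hypothesis found and tested on the same data.

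*Cacna1s*, a calcium channel gene of the skeletal muscle list, had 11 and 23 counts in the GFP libraries, 6 and 19 in the YAP6SA libraries, and 386 and 1158 in the YAP5SA libraries. Its expression in YAP5SA was 45.2 CPM, with a log2 fold change of 5.45 (standard error 0.30, quasi-likelihood FDR 1.8e-05). The value for skeletal tissue above, 4.99%, argues against tissue as its source, and *Cacna1s* may belong with the myosin genes.

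*Atp6v1c2*, a subunit of the proton pump, had 0 counts in both GFP libraries, 3 and 0 in the YAP6SA libraries, and 18.0 ± 7.89 CPM in YAP5SA, at least 103-fold higher (quasi-likelihood FDR 2.9e-04). It overlaps *Pdia6* on the other strand, which has 9346 counts over all libraries, and the libraries do not tell the strands apart. No explanation was tested for this gene.

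The 10 mRNAs of the mitochondrial genome that were tested had a median log2 fold change of 0.789 in YAP6SA OE CMs (camera p 7.3e-23, fry p 0.0142, neither adjusted), with 0.607 in batch 1 and 0.933 in batch 2. All 10 were positive, 0 were called in the 6-library fit, and 8 were called in the 4-library fit. The 13 mRNA genes of the mitochondrial genome, tested or not, took 1.82% and 2.27% of the gene counts in the YAP6SA libraries, 1.21% and 1.16% in GFP, and 2.05% and 2.81% in YAP5SA, where the median of the 10 tested was 0.947. More cytoplasmic RNA carried over with the nuclei is a candidate explanation, and the ribosomal protein genes rose as well, by a median of 0.259. The nuclear long noncoding RNAs, which should fall with it, had a median of -0.06 with 3 of 7 positive (camera p 0.0611, fry p 0.383, neither adjusted). Carry-over cannot be told apart from an effect of YAP6SA on mitochondrial transcripts with these counts alone.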

How the results depend on the processing

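Of the list medians and named genes that were carried through the alternatives, none changed direction under those that use all replicates. What follows are counts that moved by more than 1.5 times and lists that crossed the threshold. Where no reason is given, the cause was not tested.

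For genes higher and lower in YAP6SA than GFP (6 and 0), RLE size factors, upper quartile scaling, at least 10 counts in every library and a threshold of 0.1 left the counts at 6 and 0, with the same 6 genes under the first 3 of these, and limma-voom gave 5 and 0, all 5 among the 6. No filter gave 109 and 36, the likelihood ratio test 54 and 28, DESeq2 40 and 15, the 4-library fit 198 and 78, and a threshold of 0.01 2 and 0. Without a filter, 27396 genes were tested, and genes with few counts enter the shared estimate of the spread. What this does to the FDR was not tested. Without the replicate block, the counts were 0 and 0. Of the fits chosen after seeing the data, edgeR's log2 CPM in the filter gave 6 and 0. The legacy quasi-likelihood fit gave the same counts, and the same FDR for each named gene followed through these fits. It therefore does not stand as a separate alternative to the default settings. The likelihood ratio test gave 55 and 28 with that filter, 50 and 23 with stepwise dispersions as well, and 14 and 6 without the block. The 4-library fit with the block and that filter gave 196 and 78, and the legacy fit repeats this. With stepwise dispersions, it gave 214 and 87 in the non-legacy fit and 191 and 76 in the legacy fit. The likelihood ratio test of these 4 libraries gave 250 and 104, or 217 and 95 with stepwise dispersions. DESeq2 without a filter gave 41 and 15 on 6 libraries and 71 and 34 on 4.

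For YAP5SA against GFP (1708 and 1223), a threshold of 0.01 gave 803 and 314, and 1890 genes were lower at 0.1. Without the block, 759 genes were lower. For YAP5SA against YAP6SA (1199 and 757), a threshold of 0.01 gave 537 and 123, and the lower genes numbered 1342 at 0.1, 1161 with no filter, 1155 with the likelihood ratio test and 301 without the block. The 2349 genes that differ among the 3 groups became 1402 without the block and 841 at 0.01. The change of threshold itself makes the counts at 0.01 and 0.1 smaller and larger.

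The YAP5SA-specific higher genes (1069) were 488 at 0.01. The YAP5SA-specific lower genes (600) were 931 with no filter, 905 with the likelihood ratio test, 250 without the block, 88 at 0.01 and 1070 at 0.1. YAP6SA-specific higher genes (2) were 1 with RLE size factors, 28 with no filter, 14 with the likelihood ratio test, 10 with DESeq2, 0 without the block and 0 at 0.01. YAP6SA-specific lower genes (0) were 11, 6 and 2 with no filter, the likelihood ratio test and DESeq2. Shared higher genes (6) were 74, 38 and 30 under these, 0 without the block and 2 at 0.01, and shared lower genes (0) were 22, 19 and 11. In the 4-library fits of each pair of groups with the block, chosen for the classes after seeing the data, the YAP6SA-specific genes were 35 higher and 10 lower, the shared genes 94 higher and 44 lower, and the YAP5SA-specific genes 1055 higher and 498 lower. The joint test was not run on 4 libraries, since it needs all 3 groups. Scaling moved the share of higher genes among the calls by less than 2 points, from 58.3% to 57.9% in YAP5SA against GFP, and from 61.3% to 61.8% (RLE) or 59.8% (upper quartile) against YAP6SA.

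Apart from the skeletal muscle lists in YAP5SA under fry, lists past the threshold under camera were no longer so, with their medians as before, under an estimated correlation and under fry. In YAP5SA, among these were S phase (1.55, FDR 0.471 and 0.132), G2/M (1.72, 0.471 and 0.132), TCA cycle (-0.38, 0.617 and 0.197), fatty acid oxidation (-0.92, 0.471 and 0.132), actin cytoskeleton (0.79, 0.488 and 0.140) and YAP/TEAD targets (1.04, 0.471 and 0.132). In YAP6SA, among them were the respiratory chain (0.32, 0.471 and 0.163), actin cytoskeleton (0.37, 0.471 and 0.216), microtubule (0.15, 0.570 and 0.346), CM differentiation (0.0807, 0.588 and 0.446) and SRF/MRTF targets (0.56, 0.471 and 0.132). With only list genes of at least 10 counts, microtubule (0.15) had FDR 0.0505. The TCA cycle in YAP6SA passed the threshold with no filter (0.11, FDR 0.0327) and limma-voom (0.12, FDR 0.0461). Leaving out the block changed no list's call.

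Across the 6 fits that each left out one replicate, the YAP6SA medians ran from -0.0211 (without GFP replicate 2) to 0.25 (without GFP replicate 1) for S phase, -0.15 (GFP replicate 2) to 0.34 (GFP replicate 1) for G2/M, with -0.11 without YAP6SA replicate 1, -0.0393 (GFP replicate 1) to 0.26 (GFP replicate 2) for the TCA cycle, 0.18 (YAP6SA replicate 1) to 0.42 (YAP6SA replicate 2) for the respiratory chain, 0.12 (YAP6SA replicate 1) to 0.45 (YAP6SA replicate 2) for actin, 0.0516 (YAP6SA replicate 1) to 0.38 (YAP6SA replicate 2) for microtubule, -0.0801 (GFP replicate 1) to 0.27 (GFP replicate 2) for CM differentiation, -0.0812 (GFP replicate 2) to 0.29 (YAP6SA replicate 2) for YAP/TEAD targets and 0.35 (YAP6SA replicate 1) to 0.61 (YAP6SA replicate 2) for SRF/MRTF targets. The YAP5SA medians ran from 1.20 to 1.77 for S phase, 1.26 to 2.04 for G2/M, -0.54 to -0.29 for the TCA cycle, 0.00182 (YAP5SA replicate 2) to 0.15 (YAP5SA replicate 1) for the respiratory chain, -1.08 to -0.705 for fatty acid oxidation, 0.52 (YAP5SA replicate 2) to 0.92 for actin and 0.96 to 1.36 for YAP/TEAD targets.

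Of the named genes, those whose direction turned when a replicate was left out were *Ccn2* (-0.15 without GFP replicate 2, up to 1.76 without GFP replicate 1), *Ccn1* (0.24 without GFP replicate 1, down to -1.14 without GFP replicate 2), *Cdk2* (-0.0265 without GFP replicate 2 and -0.0458 without YAP6SA replicate 2, up to 0.17 without YAP6SA replicate 1), *Ccna2* (-0.0863 without GFP replicate 2, up to 0.34 without GFP replicate 1) and *Mpdz* (-0.032 without GFP replicate 1 and -0.17 without YAP6SA replicate 1, up to 0.26 without YAP6SA replicate 2) in YAP6SA, and *Acta1* (0.58 without GFP replicate 1 and 0.16 without YAP5SA replicate 2, down to -0.57 without YAP5SA replicate 1) in YAP5SA. Other results for named genes under alternative fits with all replicates, each at the threshold of 0.05, numbered 17 stronger, 7 weaker and 217 on the same side of the threshold, and with a replicate left out 30 moved and 123 stayed within their spread. Of the 17, 7 came without a filter, 7 in the 4-library fit, 2 with the likelihood ratio test and 1 with DESeq2, and of the 7, 6 came without the block and 1 with limma-voom. The depth limits *Myh8*, whose GFP libraries are at or under 3 counts, to a comparison with that limit.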

Differences from the paper's values

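The paper reports 209 genes up-regulated in YAP6SA OE CMs, and 6 were called higher here. It reports 96 down-regulated genes, and 0 were called lower here, with 276 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the fit of the 4 GFP and YAP6SA libraries came within 1.5 times of both, with 198 higher and 78 lower. The others did not, with 109 and 36 without a filter on low counts, 54 and 28 with the likelihood ratio test, 40 and 15 with DESeq2, 5 and 0 with limma-voom, 2 and 0 at a threshold of 0.01, 0 and 0 without the batch term, and 6 and 0 with RLE size factors, upper quartile scaling, at least 10 counts in every library or a threshold of 0.1. Some 4-library fits that were chosen after seeing the values also came within 1.5 times. Under edgeR's log2 CPM in the filter, 196 and 78 were called, and the legacy quasi-likelihood fit repeats the default one. Stepwise dispersions gave 214 and 87 in the non-legacy fit and 191 and 76 in the legacy fit. The likelihood ratio test gave 250 and 104, or 217 and 95 with stepwise dispersions. The fits chosen after seeing the values that did not come within it gave 55 and 28, 50 and 23 (likelihood ratio test of 6 libraries, joint and stepwise dispersions), 14 and 6 (the same test without the batch term), 6 and 0 (edgeR's log2 CPM in the filter, repeated by the legacy fit), 41 and 15 (DESeq2 without a filter) and 71 and 34 (DESeq2 without a filter on 4 libraries).

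The heatmap of genes that differ among all groups holds about 3300 genes in Fig 2B, read by eye, and 2349 were called here, which is less than 1.5 times apart. The likelihood ratio test called 3449. With stepwise dispersions and edgeR's log2 CPM in the filter, chosen after seeing the values, that test called 3343. The paper's table of the fit was held in part, 1999 of 13488 genes. For the 1956 genes matched to it, the log2 fold changes differed by a median of 0.00109. The p-values of the joint test differed by a median of 1.70 on the log10 scale under the quasi-likelihood test and 0.216 under the likelihood ratio test, and by 0.0957 with stepwise dispersions and edgeR's log2 CPM in the filter, for 1988 genes, a comparison made after seeing the values. The paper's table has 1533 of the 1956 genes at an FDR under 0.05, and 1235 were so under the quasi-likelihood test and 1572 under the likelihood ratio test. The likelihood ratio test of 6 libraries was thus nearer to the paper's joint test. For YAP6SA against GFP, however, it called only 54 higher and 28 lower genes.

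Among the genes that the paper names are *Acta1*, *Actg1*, *Myh8*, *Ndufa1* and *Pdk4* as up-regulated and *Csf1* and *Arel1* as down-regulated in YAP6SA OE CMs. These all changed in the stated direction, but none was called, with FDR from 0.156 for *Acta1* to 0.842 for *Csf1*. The alternatives set beforehand that call them are the 4-library fit for all but *Myh8*, no filter on low counts for all but *Myh8* and *Arel1*, and the likelihood ratio test for *Acta1*. Of the 13 fits chosen after seeing the values, 8 called *Acta1*, 7 *Actg1*, 6 *Ndufa1*, 6 *Pdk4*, 7 *Csf1* and 6 *Arel1*. The 13 include legacy fits that repeat the default ones, so not all of them are separate. The fits that called these genes were 4-library fits, and for *Acta1* also the likelihood ratio test of 6 libraries with edgeR's log2 CPM in the filter, with joint and with stepwise dispersions. No fit called *Myh8*, whose lowest FDR was 0.13.

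The paper describes the genes raised by YAP6SA alone as acting in the TCA cycle and CM differentiation. Here the genes higher in YAP6SA than in both other groups were *Nr4a1* and *Sik1*, which are in neither list and were also called higher in YAP5SA than in GFP. The medians of these lists in YAP6SA were 0.12 and 0.08, and *Srf* was the only gene of either list called higher in the 6-library fit, while the 4-library fit called 1 TCA cycle gene, *Idh3b*, and 7 CM differentiation genes higher. In the 4-library fits, 35 genes were higher in YAP6SA than in both other groups, of which 0 are in the TCA cycle list and 1, *Acta1*, is in the CM differentiation list, a comparison made after seeing the values. The paper also describes microtubule genes as raised, and 0 of the 25 listed were called, with 3 at an unadjusted p under 0.05, while the 4-library fit called *Tuba1a*.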

Other observations

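The tests of the spread in YAP5SA, of sex between the batches, of the handling of the hearts, of the depth of YAP5SA replicate 1 and of its share of nuclei without YAP5SA were chosen after the results were seen. The test of the share of other cells in YAP5SA replaced a first one that left the question open, and the tests of the shared GFP libraries replaced one set beforehand, whose simulations had no changed genes. The thresholds for carry-over and transcript length, and the random lists, were also set after the values were seen.

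Few genes were called in YAP6SA when all 6 libraries were fitted together. The common dispersion of the GFP and YAP6SA libraries alone was 0.0173, against 0.0382 for YAP5SA with GFP, 0.0354 for YAP5SA with YAP6SA and 0.0306 for all 6. This is consistent with the spread between the YAP5SA libraries raising the shared estimate in the 6-library fit, since the log2 fold changes of the 6-library and 4-library fits had a correlation of 0.998 across genes while the calls differed. A biological difference between the YAP5SA hearts stays open as the origin of that spread.

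Batches 1 and 2 differ in sex-linked genes. *Xist* had 0.0526, 0.407 and 0 CPM in the batch 1 libraries of GFP, YAP6SA and YAP5SA, and 611, 640 and 578 CPM in those of batch 2. The Y genes in batch 2 were at 64.2%, 48.6% and 45.5% of their level in batch 1, which suggests that batch 1 held male hearts and batch 2 hearts of both sexes. The paper states that male and female mice were used. Of the 27 genes called between the batches, 18.5% lie on X or Y, against 3.18% of the genes tested, and 1617 genes had an unadjusted p under 0.05. Sex and any other difference between the batches fall together. For the comparison of YAP6SA with GFP, in which each batch holds 1 library of each group, 3.26% of the 276 genes called in the 4-library fit lie on X or Y, about the same as among the genes tested, which argues against sex as the origin of these calls as a whole. The *Xist* and Y genes themselves were not called in YAP6SA or YAP5SA.

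Smooth muscle cells could bring *Acta2* and *Myl9* to the YAP6SA samples. *Myh11*, an abundant gene of these cells that is not in the called set, changed by 0.0795, and the 5 smooth muscle markers by a median of -0.01, whereas the smallest change among the called genes was 1.31. The marker lists of other cells rose slightly in YAP6SA, with 30 of 32 genes positive, a median of 0.229 and a largest change of 0.855. By list, the medians in YAP6SA were 0.27 for the 9 fibroblast genes (camera FDR 0.00267), 0.18 for 9 endothelial genes (FDR 0.0405), 0.30 for 8 macrophage genes (FDR 0.0426), 0.15 for 6 mural cell genes (FDR 0.0464) and -0.54 for 2 erythroid genes (FDR 0.0822). All of these marker genes are also expressed in GFP, with a log2 CPM over 1. None of these marker lists was past the threshold under fry (lowest FDR 0.132) or an estimated correlation (lowest FDR 0.488). The 4-library fit called *Fabp4* and *Rgs5* of these genes higher. A small difference in the share of other cells stays open, but at this size it is argued against as the origin of the called genes.

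In YAP5SA, the corresponding medians were 0.06, 0.23, 0.33, -0.17 and -0.58. The first test of a changed share of other cells compared the macrophage and mural cell lists, which differed by 0.495 (exact permutation test, two-sided p = 0.0666, 3003 splits). The test that replaced it set the largest of the 4 medians of non-erythroid markers, 0.326, beside the median absolute change of 1.01 of the called genes, which argues against a changed share of these cells as the origin of the YAP5SA calls as a whole. The 2 erythroid genes moved more than these lists and were not part of that test, so a smaller share of erythroid cells stays open. The 5 smooth muscle markers were not part of that test either. Their median in YAP5SA was 0.319, with 3 positive. *Myh11* changed by 1.00 (quasi-likelihood FDR 0.0274) and *Smtn* by -0.81 (FDR 0.0291), so a changed share of smooth muscle cells in YAP5SA stays open.

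The respiratory chain genes rose in YAP6SA by the median of 0.32. A trend with transcript length or expression is argued against. The list has a median exon length of 1718 nt against 4403 nt for all genes, but 458 genes matched on exon length and expression moved by 0.11, and 0 of 1000 random matched lists reached the median of the list (highest 0.251). Cytoplasmic carry-over stays open for these genes. The ribosomal protein genes rose by 0.259 (77 of 81 positive, 0.343 and 0.164 in the batches, camera p 6.1e-10, fry p 0.47), but fatty acid oxidation genes, whose mRNAs are cytoplasmic as well, moved by -0.28. In YAP5SA, the ribosomal protein genes rose by 0.877 and the respiratory chain genes only by 0.08. Since the nuclear long noncoding RNAs moved both ways, carry-over cannot be told apart from a change in expression.

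The 15 immediate early genes, which respond to tissue handling, had a median of 0.55 in YAP6SA (camera FDR 1.0e-13), with 15 positive and 1 called, *Nr4a1* (4 in the 4-library fit), or 2 when adjusted over the list alone, and 7 with an unadjusted p under 0.05. In YAP5SA, the median was 1.06 (camera FDR 6.9e-05), with 9 called higher, or 11 over the list alone. Neither held under fry (FDR 0.152 and 0.14) or an estimated correlation (0.471 for both). The GFP libraries differed from each other by a median absolute log2 value of 0.402 on these genes, which is above the change in batch 1, 0.29, and below that in batch 2, 0.614. Handling of the hearts may therefore account for part of it and cannot be told apart from the variant with 2 libraries per group.

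The YAP5SA changes were larger in batch 2. Of the 2931 genes called, 85% had a larger absolute log2 fold change in batch 2, with medians of 0.753 and 1.21. A lower depth of the batch 1 library is argued against, since 87.8% of the 1633 called genes with a mean log2 CPM over 5 show the same. A larger share of nuclei without YAP5SA in batch 1 would shrink raised and lowered genes by one factor. The ratio of batch 1 to batch 2 was 0.71 for the deficit of the lowered genes (quartiles 0.568 and 0.889) and 0.50 for the excess of the raised genes (0.338 and 0.761), and the quartiles overlap, so this explanation cannot be told apart from a weaker effect per nucleus. The sex of the hearts also differs between these libraries and was not tested for this pattern.

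YAP6SA and YAP5SA were compared with the same GFP libraries, which alone makes their log2 fold changes correlate. All 6 genes called higher in YAP6SA were called higher in YAP5SA as well. In 60 simulations against the same GFP libraries, with YAP5SA at its fitted changes (for all genes in 30, for the called genes only in the other 30) and the YAP6SA changes of the 6 genes moved to other genes of like expression, 18.2% and 17.5% of the simulated YAP6SA calls were also called higher in YAP5SA, at most 4 in one simulation. This argues against the shared libraries as the origin of that overlap. The correlation across genes was 0.403, and the simulations had medians of 0.17 and 0.188 and a highest value of 0.231. Between libraries that share no GFP library, the correlation was 0.185 and 0.196, against at most 0.0223 in the simulations, which argues against the shared libraries as the whole source of the correlation. In the simulations, the shared libraries gave the medians of 0.17 and 0.188, and what they add in the real libraries was not measured apart. The simulations draw each gene independently, whereas genes of real hearts vary together, so the simulated ranges may be too narrow. With both groups unchanged, 30 further simulations had a median correlation of 0.498, but they leave out the changes in YAP5SA and decide nothing here.

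The mRNAs of 20 YAP interactors that the paper names ran from -0.38 for *Wwc1* to 0.87 for *Zyx* in YAP6SA OE CMs, with 16 positive, 0 called and 4 with an unadjusted p under 0.05, and the 4-library fit called *Rbmx*, *Zyx* and *Ndufa8*. In YAP5SA, 7 were called higher and 1 lower, from *Mrps33* at -1.16 to *Wwc1* at 5.34. *Mpdz* changed by 0.05 in YAP6SA (quasi-likelihood FDR 0.971), or -0.17 without YAP6SA replicate 1, -0.03 without GFP replicate 1 and 0.26 without YAP6SA replicate 2, and by 1.37 in YAP5SA (FDR 7.5e-04). The 8 pentose phosphate pathway genes had a median of -0.16 in YAP6SA (camera FDR 0.244), with 2 positive and 0 called, and 0 with an unadjusted p under 0.05, and -0.19 in YAP5SA (camera FDR 0.295), with 1 called lower. The 12 interferon response genes had a median of 0.25 in YAP5SA (camera FDR 0.662), with 1 called higher and 1 lower. No explanation was tested for these values.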
